# Cellular population dynamics shape the route to human pluripotency

**DOI:** 10.1038/s41467-023-37270-w

**Published:** 2023-05-17

**Authors:** Francesco Panariello, Onelia Gagliano, Camilla Luni, Antonio Grimaldi, Silvia Angiolillo, Wei Qin, Anna Manfredi, Patrizia Annunziata, Shaked Slovin, Lorenzo Vaccaro, Sara Riccardo, Valentina Bouche, Manuela Dionisi, Marcello Salvi, Sebastian Martewicz, Manli Hu, Meihua Cui, Hannah Stuart, Cecilia Laterza, Giacomo Baruzzo, Geoffrey Schiebinger, Barbara Di Camillo, Davide Cacchiarelli, Nicola Elvassore

**Keywords:** Reprogramming, RNA sequencing, Stem-cell niche, Proteomic analysis

## Abstract

Human cellular reprogramming to induced pluripotency is still an inefficient process, which has hindered studying the role of critical intermediate stages. Here we take advantage of high efficiency reprogramming in microfluidics and temporal multi-omics to identify and resolve distinct sub-populations and their interactions. We perform secretome analysis and single-cell transcriptomics to show functional extrinsic pathways of protein communication between reprogramming sub-populations and the re-shaping of a permissive extracellular environment. We pinpoint the HGF/MET/STAT3 axis as a potent enhancer of reprogramming, which acts via HGF accumulation within the confined system of microfluidics, and in conventional dishes needs to be supplied exogenously to enhance efficiency. Our data suggest that human cellular reprogramming is a transcription factor-driven process that it is deeply dependent on extracellular context and cell population determinants.

## Abstract (web summary)

The contribution of cell-extrinsic factors during cellular reprogramming to human induced pluripotent stem cells has long been overlooked. Here, the authors show functional protein communication between reprogramming intermediates and the re-shaping of a permissive extracellular environment.

## Introduction

The discovery of human induced pluripotent stem cells (hiPSCs)^1^ has emphasized the function of transcription factors in controlling cell identity, overlooking the role of cell-extrinsic signals. The reprogramming of somatic cells into hiPSCs is paradigmatic of a transcription factor-driven change of cell identity in three distinct and well-defined phases: cells exit a somatic state, transition through a transgene-dependent promiscuous transcriptional and epigenetic state, finally establish a self-renewing pluripotent identity. Several studies have established hallmarks and roadmaps of hiPSC formation^2–6^, and new technological advancements, such as single-cell analyses, further refined our understanding of the reprogramming process^7,8^. These works better characterized initial and final stages of human reprogramming in detail but connected with intermediate stages via hypothetical and more uncertain trajectories. Whilst there is a body of literature describing reprogramming trajectory in mouse^9–11^, the fine dynamics of human reprogramming intermediates, which constitute the bottleneck of the process, remain largely unexplored due to the complexity of recognizing and selecting rare phenotypes that will evolve into a hiPSC fate.

It is thought that individual cells during reprogramming evolve with a smooth progression under a selective pressure that results into dominant “elite” clones^12–15^. It has been recently suggested that reprogramming of murine cells may also depend on population dynamics through cell-non-autonomous mechanisms in a context-dependent manner, i.e. mediated by cell-secreted factors^10,16,17^. Consistently with this hypothesis, we recently reported that the efficiency of reprogramming of human somatic cells to hiPSCs can be dramatically improved in a microfluidic confined environment^18–20^, which enhances the accumulation of secreted factors^21–26^ and sustains the acquisition of both primed^18,19^ and naive human pluripotency^27^.

In line with this, we hypothesize that during human cellular reprogramming, specific subpopulations control fate decisions towards pluripotency by cell-extrinsic factors. We envision that the communication between distinct intermediate sub-populations and their shared extracellular environment lying in-between contributes to shaping the route to pluripotency.

In this work, we take advantage of reprogramming in microfluidics to have a high efficiency within a confined environment (Fig. 1a), where secreted signals are accumulated, and distinctive intermediate sub-populations can be effectively captured and characterized. We perform integrated temporal multi-omic profiling during reprogramming to reveal finely regulated dynamics of secreted proteins accumulating in the extracellular space and a cellular heterogeneity arising during intermediate stages of reprogramming. We investigate how these complex population dynamics are modulated by extrinsic signals and how this facilitates the prompt acquisition of pluripotency.

**Fig. 1:**
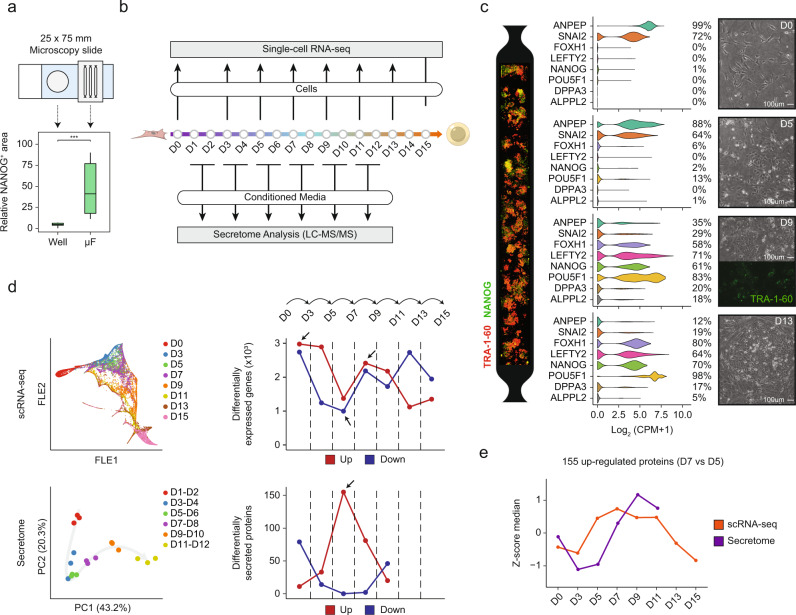
Development of a temporal multi-omic approach to study human cell reprogramming in microfluidics. **a** Schematics of the in-scale conventional (Well) and microfluidic (µF) setup (top), and comparison of reprogramming efficiency therein (bottom). Two-sided Wilcoxon’s test was used to assess differences among the conditions. *n* = 8 for Well and *n* = 15 for µF (***P = 0.0001593). **b** Experimental design for -omics experimental data collection during reprogramming in microfluidics (Methods). scRNA-seq data were collected by stopping parallel experiments at day 0, 3 and every 48 h. Proteomic data were obtained by tandem mass spectrometry analysis of conditioned media along the same reprogramming experiments. For accurate relative quantification between time points peptides were labeled by TMT. **c** Left: immunostaining of a single microfluidic channel at day 14 for pluripotency markers (NANOG and TRA-1-60). Middle and right: Morphological (right) and transcriptional (middle) changes occurring during reprogramming, sampled at day 0 (D0), day 5 (D5), day 9 (D9) and day 13 (D13). The percentage of cells expressing a particular gene marker in a certain time-point is reported. CPM: counts per million. **d** Left: dimensionality reduction plots for scRNA-seq (FLE) and Proteomic (PCA) data. Sequencing data is shown as the distribution of transcriptional patterns for single cells across sampled time-points. Proteomic data is shown as the distribution of the proteomic pattern for sampled conditioned medium over a 48-hour period. Right: absolute number of differential features for each -omics data, both up- (Up - red) and down-regulated (Down - blue). Each value refers to the differential analysis between subsequent time-points. Peaks of deregulation are highlighted (arrows). **e** Median z-score of the 155 proteins found up-regulated from day 5 (D5) to day 7 (D7) in proteomic data. Trends have been evaluated along the time-course for both -omics data.

## Results

### Development of a temporal multi-omic approach to study human cell reprogramming in microfluidics

In order to dissect cellular heterogeneity arising during human somatic cell reprogramming and the role of the surrounding microenvironment, we combined high-efficiency reprogramming (Fig. 1a) with high-throughput single-cell RNA (scRNA-seq) and tandem mass spectrometry (LC-MS/MS) on conditioned media (Fig. 1b). High-efficiency reprogramming of human fibroblasts was achieved in microfluidics (uF) with daily transfections of non-modified messenger RNAs (mRNAs) encoding for POU5F1 (OCT4), SOX2, KLF4, MYC, LIN28, NANOG ^18,19^ (Methods). With respect to non-uF methods, this approach generates a more efficient reprogramming, with a considerably and significantly higher number of pluripotent colonies retrieved at the end of the process (Fig. 1a). The analysis of the secretome was performed on conditioned media pooled from microfluidic channels every 2 days (Fig. 1b bottom)^18,21,22^. To maximise the effectiveness of identifying the endogenous secreted proteins we used a chemically defined medium based on E6 medium with the addition of FGF2^19^ which has been shown to preserve the high efficiency of microfluidic reprogramming (Supplementary Fig. 1a) while enabling high-resolution and accurate detection of cell-secreted proteins (Supplementary Fig. 1B–D and Methods). We quantified 4542 proteins, the majority identified in 3 replicates (81%) and the others identified in only 2 replicates. Protein labeling by tandem mass tags (TMTs)^28^ allowed us to obtain a relative quantification of each protein along the process (Supplementary Fig. 1A). On the other hand, cells recovered for scRNA-seq were collected before the first transfection (D0), 3 days after transfection (D3) and then every 2 days (D5-D15—Fig. 1b top). 

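Human BJ fibroblasts, an established cell line, were reprogrammed in microfluidic channels with 8 transfections of RNA coding for the reprogramming factors, the last on day 8, and the medium was changed from day 9. The cells of each day were captured in droplets, and the authors deposited the number of unique molecular identifiers (UMIs) that cellranger 2.2 counted for each of 33694 genes of GRCh38 in each cell barcode, without normalization and before their filters on cells and genes. Each of the 8 days has 2 pools of cells, A and B, which are the replicates here (n = 2). Of the 16 pools, 6 were captured as 2 aliquots, which were added together, so that 22 libraries made up the 16 pools. The libraries held between 186 and 6212 barcodes. A cell was kept with at least 1000 genes and at most 10% mitochondrial UMIs. The median depth per cell lay between 23717 UMIs (pool A of D0) and 80168 UMIs (pool A of D7). Summed over the cells kept, a pool held between 33181614 and 180056814 UMIs, with a median of 126204678.5.

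For comparisons between days, the UMIs of each gene were summed per pool, since cells of 1 pool are not independent replicates. The 12944 genes detected in at least 5% of cells were compared with edgeR's quasi-likelihood test after TMM normalization, with all 16 pools in 1 fit so that every day contributes to the estimate of the spread between pools. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.01 and a log2 fold change beyond 0.25 in either direction. Expression levels are given as CPM, the counts of a gene scaled to the same total of UMIs, and shares of cells with a UMI of a gene were taken after thinning every cell to 5000 UMIs, so that days of unequal depth can be compared. The letters A and B do not pair pools across days: over the 28 pairs of days the correlation of the difference between the pools ranged from −0.40 to 0.81, with a median of −0.024.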

We generated sequencing libraries from independent captures for at least two replicates per time-point, collecting altogether more than 40,000 single-cell transcriptomes. 

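Of the 44197 deposited barcodes, 2222 had fewer than 1000 genes or more than 10% mitochondrial UMIs, which left 41975 cells, between 571 in pool A of D15 and 6142 in pool A of D0. With strict limits, which also remove cells lying exactly on a limit, 41973 cells were left, the number printed in Supplementary Fig. 1E. At random, 2500 cells were drawn per day from both pools together. Of the 29281 genes with at least 1 UMI, the genes detected in at least 5% of cells held 99.7% of all UMIs.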

After the evaluation of the sequencing quality, cell filtering, down-sampling and feature filtering, the final datasets consisted of 20,000 high-quality single-cell transcriptome for a total of 12,932 features detected (Supplementary Fig. 1E, F and Methods). We have already reported that morphological changes associated with conventional human cell reprogramming are recapitulated in our microfluidic systems^19^: we observe quick mesenchymal to epithelial transition (MET - before day 5) and epithelial cells clustering and hiPSCs colony formation as soon as day 9 (Fig. 1c left and right). Additionally, we correlated gene expression variation of known markers to these changes, observing a bimodal, progressive loss of fibroblast markers expression (*ANPEP, SNAI2*) and the opposite trend for developmental patterning genes (*FOXH1* and *LEFTY2*), that we^2^ and others^3^ previously identified. 

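ANPEP (ENSG00000166825) lies on chromosome 15 of GRCh38 from 89784895 to 89815401. A UMI of ANPEP was found in 84.3% ± 1.78 (SD, n = 2 pools) of cells on D0, in 37.4% ± 14.6 on D5, in 9.53% ± 2.44 on D9 and in 3.82% ± 2.41 on D13. The log2 fold change of its summed counts was −1.82 from D0 to D5 (standard error 0.59, adjusted p = 0.025 from edgeR), −2.13 from D5 to D9 (standard error 0.60, adjusted p = 0.019) and −1.88 from D9 to D13 (standard error 0.59, adjusted p = 0.052), each short of the call. Adjusted over the list alone, which holds the 41 genes compared by name, the fall from D5 to D9 passed with an adjusted p of 0.0077. Between the mean of D3 to D7 and that of D9 to D15, ANPEP was called, with a log2 difference of 3.25 (adjusted p = 2.6e-06).

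SNAI2 (ENSG00000019549), on chromosome 8 from 48917598 to 48921740, had a UMI in 27.0% ± 0.69 of cells on D0, 8.89% ± 4.11 on D3, 19.3% ± 4.93 on D5 and 8.21% ± 0.32 on D9. Its fall from D0 to D3 was called (log2 fold change −1.86, adjusted p = 0.0073), and its change from D0 to D5 was not (−0.64, adjusted p = 0.27). With the level of NME2 in the pool as a covariate, a setting chosen after the data were seen, the change of SNAI2 from D0 to D5 became 0.45.

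FOXH1 (ENSG00000160973) lies on chromosome 8 from 144473412 to 144475849. FOXH1 was found in 0.731% ± 0.17 of cells on D5, 17.3% ± 0.22 on D9 and 37.5% ± 9.98 on D13, against 0.051% in the fibroblasts of D0, which serve as the background at the same depth of 5000 UMIs. Its log2 fold change was called in each interval, with 4.83 from D0 to D5 (adjusted p = 1.7e-06), 4.35 from D5 to D9 (adjusted p = 1.3e-06) and 1.23 from D9 to D13 (adjusted p = 0.0089). LEFTY2 (ENSG00000143768), on chromosome 1 from 225936598 to 225941383, was found in 0.030% of cells on D0, 0.028% on D5, 31.7% ± 3.67 on D9 and 23.6% ± 1.23 on D13. Its log2 fold change was 9.74 from D5 to D9 (standard error 0.70, adjusted p = 1.2e-06). From D0 to D5 it was 2.00 (adjusted p = 0.057) and rested on pool A of D5, without which it was −0.13. From D9 to D13 LEFTY2 changed by −0.93 (adjusted p = 0.20). Thinning moved the shares most: without it, LEFTY2 was found in 71.3% of cells on D9 and ANPEP in 34.7%.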

(Fig. 1c middle). The expression of these genes anticipated the onset of canonical pluripotency-related genes (*POU5F1* and *NANOG* - Fig. 1c middle). 

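POU5F1 (ENSG00000204531) lies on chromosome 6 of GRCh38 from 31164337 to 31180731 and NANOG (ENSG00000111704) on chromosome 12 from 7787794 to 7799146. RNA of both is among the transfected factors, and counts of transfected RNA cannot be separated here from those of the genes. From D0 to D3 POU5F1 changed by a log2 fold change of 2.87 (adjusted p = 3.4e-04 from edgeR) and NANOG by −2.81 (adjusted p = 4.6e-05). POU5F1 was found in 0.087% of cells on D0, 1.87% ± 0.65 (SD, n = 2 pools) on D5, 8.15% ± 4.86 on D7, 48.6% ± 8.22 on D9 and 79.1% ± 14.2 on D13, all at 5000 UMIs per cell. NANOG was found in 0.235% of cells on D0, 0.198% on D5, 3.95% ± 0.96 on D7 and 22.6% ± 0.46 on D9.

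Between adjacent days, POU5F1 was called from D3 to D5 with a log2 fold change of 2.08 (adjusted p = 0.0041 from edgeR) and from D5 to D7 with 2.92 (adjusted p = 7.0e-04). NANOG was called over the same intervals with 3.43 (adjusted p = 4.2e-05) and 4.00 (adjusted p = 2.0e-05). FOXH1 changed by 4.51 from D3 to D5 (adjusted p = 1.7e-05) and by 1.98 from D5 to D7 (adjusted p = 0.0019). LEFTY2 was at 0.222 CPM ± 0.233 on D5 and 0.514 CPM ± 0.430 on D7, and its rise from D5 to D7 was not called (0.96, adjusted p = 0.53). From D7 to D9, when LEFTY2 reached 233 CPM ± 5.96, its log2 fold change was 8.78 (adjusted p = 1.0e-05).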

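DPPA3 (ENSG00000187569) lies on chromosome 12 of GRCh38 from 7711433 to 7717559 and ALPPL2 (ENSG00000163286) on chromosome 2 from 232406844 to 232410714. At 5000 UMIs per cell, DPPA3 was found in 0.43% ± 0.21 (SD, n = 2 pools) of cells on D7, 2.53% ± 0.073 on D9, 5.27% ± 0.25 on D11, 2.67% ± 0.29 on D13 and 2.21% ± 0.58 on D15. ALPPL2 was found in 0.498% ± 0.196 on D7, 2.18% ± 0.0025 on D9, 1.04% ± 0.27 on D11 and 1.04% ± 0.99 on D13. In the fibroblasts of D0, thinned to the same depth, the shares were 0.011% and 0%. Without thinning, DPPA3 was found in 20.0% of cells on D9, 29.3% on D11 and 16.8% on D13, and ALPPL2 in 18.3%, 9.68% and 6.26%.

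In the summed counts, DPPA3 stood at 6.62 CPM ± 0.0534 on D9, 15.9 CPM ± 0.277 on D11 and 7.41 CPM ± 0.0243 on D13, with a log2 fold change of 5.51 from D5 to D9 (standard error 0.38, adjusted p = 1.1e-06 from edgeR). Its change from D11 to D13 was −1.04 (adjusted p = 0.070) and from D9 to D13 it was 0.21 (adjusted p = 0.66), neither of them called. ALPPL2 stood at 5.36 CPM ± 0.276 on D9 and 2.38 CPM ± 2.17 on D13, where pool A had 3.91 CPM and pool B 0.848. Its log2 fold change was 4.00 from D5 to D9 (adjusted p = 7.7e-04) and −1.21 from D9 to D13 (adjusted p = 0.16). NANOG was found in 24.3% of cells on D13 and 17.6% ± 0.16 on D15, and POU5F1 in 91.0% ± 2.10 on D15.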

Interestingly, although expressed by fewer cells (20% at D9), also pre-implantation genes (*DPPA3* and *ALPPL2*) showed a transient activation during intermediate stages, decreasing when epiblast pluripotency (lower *NANOG* and higher *POU5F1*) is reached, as we have already described^2^ (Fig. 1c middle and Supplementary Fig. 1H).

To test the hypothesis that both cellular and extracellular dynamics are interconnected, we reduced data dimensionality. scRNA-seq data dimensionality was reduced using non-linear algorithms, namely force layout embedding (FLE). The resulting diagram (Fig. 1d top left) illustrates the profile of each cell as a point in a Euclidean space where cells are grouped based on their transcriptional similarity. Interestingly, the graph shows high homogeneity of the fibroblasts population at day 0 (D0) and higher heterogeneity thereafter, with cells placed in the space according to their sampling day. 

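The spread between cells was measured in each pool as 1 minus the mean Pearson correlation over pairs of 200 random cells, thinned to 5000 UMIs, over the 2000 most variable genes. It was 0.634 ± 0.0057 (SD, n = 2 pools) on D0, 0.722 ± 0.0207 on D3, 0.731 ± 0.0030 on D5, 0.731 ± 0.0204 on D7, 0.768 ± 0.0183 on D9, 0.757 ± 0.0537 on D11, 0.761 ± 0.0360 on D13 and 0.75 ± 0.0154 on D15. Each of the 14 later pools lay above both pools of D0. The difference between D0 and the later pools was −0.112 (two-sided exact permutation test, p = 0.0083, the smallest that the 120 splits allow). Over all genes detected in at least 5% of cells the difference was −0.0080 (exact permutation test, p = 0.46), and 7 of the 14 later pools lay above both pools of D0.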

Secretome data dimensionality was reduced via a principal component analysis that showed samples following a reprogramming temporal trajectory, in agreement with sequencing data, with high reproducibility between replicates (Fig. 1d bottom left). We finally compared the differential features of each dataset along the time (Fig. 1d top right). 

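Between D0 and D3, 3252 of the 12944 genes tested were called differentially expressed between the pool sums, 1681 of them higher on D3 and 1571 lower. At an unadjusted p below 0.05 the number was 6294, and 2527 of the called genes changed at least 2-fold. The samples in the fit moved this count most: with only the 4 pools of both days, 0 genes were called by edgeR, while DESeq2 on all pools called 4372. Without pool B of D0, 1400 genes were called.

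By the rule set for naming genes, the largest rises with at least 50 CPM on D3 were those of the long non-coding RNA RP11-148B6.1 (ENSG00000249532, chromosome 4 of GRCh38 from 112646476 to 112650051) and of AES (ENSG00000104964, chromosome 19 from 3052910 to 3063107). RP11-148B6.1 rose from 0.0312 CPM ± 0.0153 (SD, n = 2 pools) to 75.9 ± 19.7, and AES from 151 CPM ± 12.8 to 9669 ± 2672, with both pools of D3 above both of D0. Within the pools of D3 to D7 the AES counts of cells had a median rank correlation of 0.692 with those of LIN28A, one of the transfected factors. The largest falls were those of OSR2, from 305 CPM ± 5.97 to 20.1 ± 5.03 (log2 fold change −3.98, adjusted p = 1.7e-05), and of DUSP1, from 212 CPM ± 3.86 to 18.4 ± 10.4 (−3.59, adjusted p = 1.7e-04).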

As expected, during the transition from D0 to D3, gene expression was the most influenced by the transfection of reprogramming factors, as evidenced by the high number of differentially expressed genes. 

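From D3 to D5, 480 genes were called between the pool sums, 435 up and 45 down (2588 at an unadjusted p below 0.05). From D5 to D7 the number was 255, with 226 up and 29 down (2094 at an unadjusted p below 0.05). The median size of the log2 fold change over the genes tested was 0.560 from D0 to D3, 0.275 from D3 to D5 and 0.236 from D5 to D7, the lowest of the 7 intervals, as was the number at an unadjusted p below 0.05. The count of 255 rests on pool A of D5, without which it was 28, and DESeq2 called 931 and 625 genes in these intervals. The largest rises from D3 to D5 were those of SPP1, from 1.95 CPM ± 0.302 (SD, n = 2 pools) to 84.5 ± 0.953, and of RARRES2 (ENSG00000106538, chromosome 7 of GRCh38 from 150338317 to 150341662), from 8.86 CPM ± 0.650 to 158 ± 7.78. From D5 to D7 TDGF1 (ENSG00000241186, chromosome 3 from 46574534 to 46582457) rose from 23.4 CPM ± 1.83 to 117 ± 22.7, a log2 fold change of 2.31 (adjusted p = 5.0e-04 from edgeR), and TNFRSF11B (ENSG00000164761, chromosome 8 from 118923557 to 118951885) fell from 114 CPM ± 50.6 to 21.2 ± 6.88, a log2 fold change of −2.42 (adjusted p = 0.0064). In both cases the pools of one day lay on the same side of both pools of the other.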

From D3 on, transcriptional changes start to decrease until D7, where they reach the minimum magnitude. Finally, we observed at D7-D9 and D11-D13, two more transcriptional waves in line with the onset of developmental transitions and final acquisition of pluripotency.

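From D7 to D9, 957 genes were called, 607 up and 350 down (3505 at an unadjusted p below 0.05), and from D9 to D11 the number was 555, with 395 up and 160 down (3147). From D11 to D13, 18 genes were called, 7 up and 11 down (2107), and from D13 to D15 8 genes, 0 of them up (2980). DESeq2 called 1703, 1251, 495 and 658 genes in these 4 intervals, with 179 up from D13 to D15. For the change from D11 to D13 the count was 0 without either pool of D11 and 117 without pool A of D13, and for the change from D13 to D15 it was 0 without either pool of D15 and 376 without pool B of D13.

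With both pools of a day on the same side of both pools of the other, LEFTY1 (ENSG00000243709, chromosome 1 of GRCh38 from 225886282 to 225911382) rose from 1.25 CPM ± 0.210 (SD, n = 2 pools) on D7 to 171 ± 4.97 on D9, beside LEFTY2, and COL3A1 (ENSG00000168542, chromosome 2 from 188974373 to 189012746) fell from 696 CPM ± 479 to 206 ± 1.78. From D9 to D11 CER1 rose from 0.747 CPM ± 0.225 to 100 ± 13.1 (log2 fold change 7.06, adjusted p = 1.0e-04 from edgeR), and AES fell from 9728 CPM ± 2485 to 360 ± 4.39 (−4.77, adjusted p = 8.3e-06). From D11 to D13 MAT2A (ENSG00000168906, chromosome 2 from 85539168 to 85545281) rose from 56.1 CPM ± 6.26 to 143 ± 6.90, and by D15 it was at 50.9 ± 5.63. S100A4, a marker used to name somatic cells here, fell from 316 CPM ± 112 on D13 to 93.2 ± 16.2 on D15 (−1.72, adjusted p = 0.0056). From the numbers of differentially expressed genes by day (Fig. 1d), the paper proposes transcriptional waves that accompany developmental transitions and the acquisition of pluripotency.

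**Figure D1:**
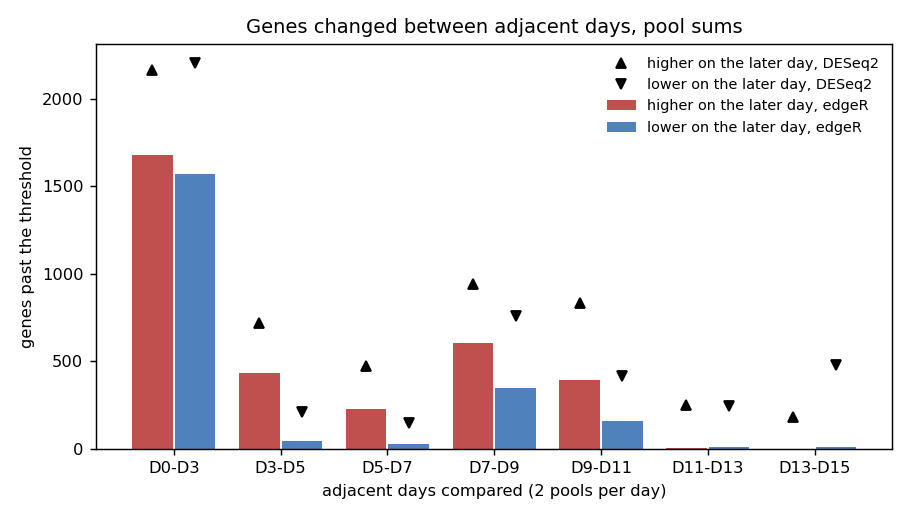
Number of genes called higher or lower between adjacent days from the sums of 2 pools per day, with bars for edgeR and triangles for DESeq2. The interval from D0 to D3 has 3252 called genes under edgeR and that from D13 to D15 has 8.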

Notably, in between the two first transcriptional waves (from D5 to D7), we observed a great increase in the number of secreted proteins (Fig. 1d bottom right). We reason that the initial massive changes in gene expression might induce the specification of a set of secreted molecules that becomes manifest in the medium at D7 (Fig. 1e).

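The source data of Fig. 1e list 155 secreted proteins, of which 152 matched a gene of the files by name and 146 passed the filter on genes. In those source data the transcript and protein values of all 155 proteins are identical, so transcripts were taken from the deposited counts alone. The transcripts of these proteins had a median log2 fold change of −0.22 from D0 to D3, 0.31 from D3 to D5, −0.034 from D5 to D7 and −0.057 from D7 to D9. From D3 to D5, 110 of the 146 rose and 16 were called up, and the set moved against all other genes by camera (p-value 5.7e-08). The set was also called by fry, which tests its own genes for a change and allows for their correlation (p-value 0.0011). The mean was 0.59 in the set and 0.14 over all genes. With each pool of D3 and D5 left out in turn, the median stayed between 0.15 and 0.45. From D5 to D7 the mean was 0.056, of the opposite sign to the median, and neither test called the set (p-values 0.56 by camera and 0.54 by fry). Without pool A of D5 the median of this interval was 0.11. The paper reasons that the early changes in gene expression may induce the secreted molecules found in the medium at D7.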

The massive number of secreted proteins at D5-D7 pointed us to investigate the quality of secreted proteins and cell population dynamics occurring in such a peculiar window of time.

### Embryonic ECM accumulates during reprogramming

We specifically selected 555 proteins known to be secreted (Supplementary Data 1) to get rid of intracellular proteins potentially released by dead cells. We classified the identified categories into the two broad groups of extracellular matrix (ECM)- and soluble signal-related functional annotations (Fig. 2a and Supplementary Dataset 2). Many ECM-related categories were highly significant, including ECM deposition, degradation and remodeling, and both integrin- and non-integrin-mediated cell-ECM interactions (Fig. 2a left). A previous RNAi screen also identified the critical role of cell adhesion in human reprogramming, highlighting the role of intercellular factors needed for filament assembly, branching, and disassembly^5^.

**Fig. 2:**
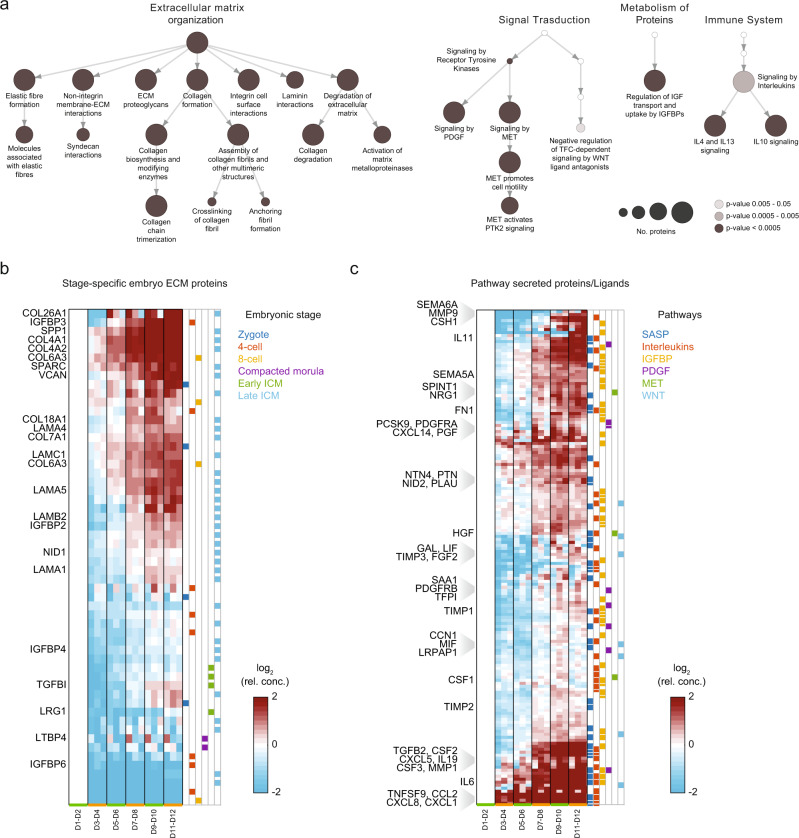
Proteomic analysis of cell-secreted proteins demonstrates a rich extracellular signalling environment along human fibroblast reprogramming. **a** Enrichment analysis within the Reactome database of the 555 proteins identified as secreted (Supplementary Data 1). Edges connecting different categories reproduce Reactome hierarchy relationships. Complete results are reported in Supplementary Data 2. **b** Hierarchical clustering of proteins identified in this study and belonging to the core ECM components^36^ at specific stages of embryo development^29^. **c** Hierarchical clustering of secreted proteins from the following enriched signalling pathways (according to Reactome database): Signaling by Interleukins (R-HSA-449147), Regulation of Insulin-like Growth Factor transport and uptake by Insulin-like Growth Factor Binding Proteins (R-HSA-381426), Signaling by PDGF (R-HSA-186797), Signaling by MET (R-HSA-6806834), Signaling by WNT (R-HSA-195721); playing a role as senescence-associated secreted proteins^60–63^, and as ligands^39^. Collagens and Laminins were excluded from these protein sets as they were plotted in **b**. Only selected protein names discussed within the text or identified as most specific cluster markers in the subsequent single-cell RNA-seq analysis are shown.

In our data, we found an overall increasing trend of ECM-related protein accumulation, with different ECM components exhibiting distinct dynamics (Fig. 2b). These dynamic changes started already at days 3-4 (SPP1, COL4A1/2, SPARC), in some cases at days 5-6 (LAMC1), or even later (COL18A1). We wondered whether the observed global changes somehow resembled embryo development stages. To address this question, we selected the ECM proteins in our data that were previously reported to be expressed at mRNA level at different stages of human embryo development^29^. The concentration dynamics of these proteins in our system showed the progressive establishment of an ECM that recapitulates the one deposited at the stage of the late inner cell mass (Fig. 2b, Supplementary Data 3). In conclusion, our data support the idea that during reprogramming, not only fibroblasts are converted to a primed pluripotent phenotype, but also the extracellular context is shaped accordingly.

### Dynamics of extrinsic regulatory signals during reprogramming

Our secreted proteins were enriched in several other processes, demonstrating that this extracellular environment is rich in regulatory signals. Figure 2a (right) shows a selection of signalling pathways enriched within the Reactome database (see Supplementary Data 2 for full results). Among receptor tyrosine kinase pathways, PDGF and WNT have already been shown to be implicated in embryo development and reprogramming^30,31^. We also identified the MET pathway as a link between cell-cell communication via soluble environment, and cell-ECM interaction via PTK2 (also known as FAK) adhesion. Moreover, the regulation of insulin-like growth factor (IGF) pathway through IGF binding proteins (IGFBPs) was significantly enriched, in line with previous studies^32^.

Looking at the temporal profiles of enriched signalling pathway proteins and ligands (Fig. 2c, Supplementary Data 4), we found a progressive accumulation of proteins that were previously shown to play a role in mouse cell-non-autonomous reprogramming regulation: some senescence-associated secreted proteins (SASP), such as CXCL1 (also known as Gro-α), CXCL8, CCL2, IL6^33^; YAP-target CCN1, also known as CYR61^34^; inflammatory cytokines, such as IL6/11/19, CSF1/2/3, LIF^17^. We found that JAK-STAT pathway, downstream of interleukin signalling, was also significantly differentially expressed at transcriptomic level between freshly-derived microfluidic hiPSC colonies and the same colonies after 3-passage expansion in conventional wells^18^ (Supplementary Fig. 2A).

We conclude that secreted proteins follow precise dynamics during reprogramming and encompass a number of potential regulators of autocrine/paracrine signalling, including those involved in ECM-mediated and soluble communication.

### Resolving cell population heterogeneity during reprogramming

As single-cell -omics succeeded in detecting heterogeneity arising during human cell reprogramming, we applied an unsupervised community detection algorithm^35^ to our scRNA-seq data identifying 12 cell clusters. 

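Of the 20000 cells drawn, UMIs were scaled to log2(CPM + 1), and Louvain clustering at a resolution of 0.6 on 100 principal components with 30 neighbours gave 18 clusters with between 321 and 2579 cells. The clustering used 12238 genes, without the 706 genes that are later compared between clusters or mark the cell cycle. Other settings gave 13 clusters at a resolution of 0.3, 26 at 1.2, 17 with 30 principal components and 16 with all genes.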

We then took advantage of our formerly defined reprogramming-associated gene signatures^2^ to annotate them (Fig. 3a, b). 7 clusters showed high expression of somatic genes (“Somatic-Related” clusters, SR), whereas 4 clusters were highly enriched by the developmental signature (“Developmental-Related” clusters, DR). 

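The clusters were named from markers fixed before the data were examined, of which 20 somatic, 22 developmental and 8 mesendoderm genes passed the filter, and none is among the genes compared between classes. A cluster took the class with the largest share of its markers above the median cluster and at 5 CPM or more, if that share reached 50%. It got no name if its 10 leading genes held more markers of another class, or if its depth was low. This rule was set after the clusters were seen. It named 8 clusters somatic-like (9822 cells), 6 developmental-like (6447 cells) and 1 mesendoderm-like (1231 cells), and left 3 without a name (2500 cells).

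Beside the cluster of low depth, the clusters without a name were one of 1443 cells, in which 7 somatic and 3 developmental markers were high and of which 62.5% came from pool A of D7, and one of 690 cells, 88.3% of them from pool A of D11, in which 22 developmental and 7 mesendoderm markers were high. The latter got no name because its 10 leading genes held 2 mesendoderm and 0 developmental markers, although all 22 developmental markers were high. Both clusters account for most of the 90.9% of cells of pool A of D7 and of the 52.4% of pool A of D11 that have no class. When each cell was named from its own markers instead, an alternative chosen after the data were seen, developmental-like cells made up 18.9% of pool A of D7 and 54.2% of pool A of D11.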

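One cluster of 367 cells had a median of 12993 UMIs and 2707 genes per cell, and its depth was 0.33 of the median of the pools that its cells came from. The other clusters ranged from 0.68 to 1.30 in this ratio. In this cluster 9 somatic and 19 developmental markers were above the median cluster, and AES, LIN28A and SOX2 were its leading genes. It held cells of several days, with 23.2% from pool B of D15, and it was left without a class here.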

Finally, a residual cluster was not enriched by either of those signatures and it was characterized by a lower number of detected genes and total UMI counts, thus we named it “NA” and excluded it from further analyses (Fig. 3c, d and Supplementary Fig. 3A, B). 

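Somatic-like cells made up 98.3% ± 0.76 (SD, n = 2 pools) of the cells on D0, 98.8% ± 0.010 on D3, 86.6% ± 6.13 on D5, 17.9% ± 6.11 on D9, 5.46% ± 7.18 on D13 and 2.20% ± 2.38 on D15. On D7 the pools differed, with 8.90% in pool A and 79.7% in pool B, and on D11 they held 45.8% and 23.3%. Developmental-like cells made up 0% on D0 and D3, 0.18% ± 0.075 on D5, 2.12% ± 2.85 on D7, 77.0% ± 5.98 on D9, 74.0% ± 6.54 on D13 and 79.0% ± 3.26 on D15, and on D11 0.514% in pool A and 53.7% in pool B. Naming each cell from its own markers moved the share of developmental-like cells most on D11, to a mean of 56.4%. Aliquots of 1 pool differed as much as pools did. Somatic-like cells made up 18.2% and 93.2% of the aliquots of pool B of D7, 98.2% and 48.8% of those of pool A of D5 and 37.1% and 96.3% of those of pool B of D5, and developmental-like cells 8.93% and 57.8% of those of pool B of D11. With each cell named from its own markers, aliquots of 1 pool differed by 1.25 to 19.5 percentage points in the share of developmental-like cells, and the pools of D13 by 15.5.

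For the cell cycle, phases were scored per cell at 5000 UMIs. Developmental-like cells were in G2M in 48.3% ± 11.5 and in S in 32.8% ± 4.68 of cells (SD, n = 8 pools), and somatic-like cells were in G1 in 73.4% ± 13.5 (SD, n = 14 pools), as were mesendoderm-like cells in 72.6% ± 15.4 (SD, n = 5 pools). The score can read free RNA of cycling cells, which was not tested.

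**Figure D2:**
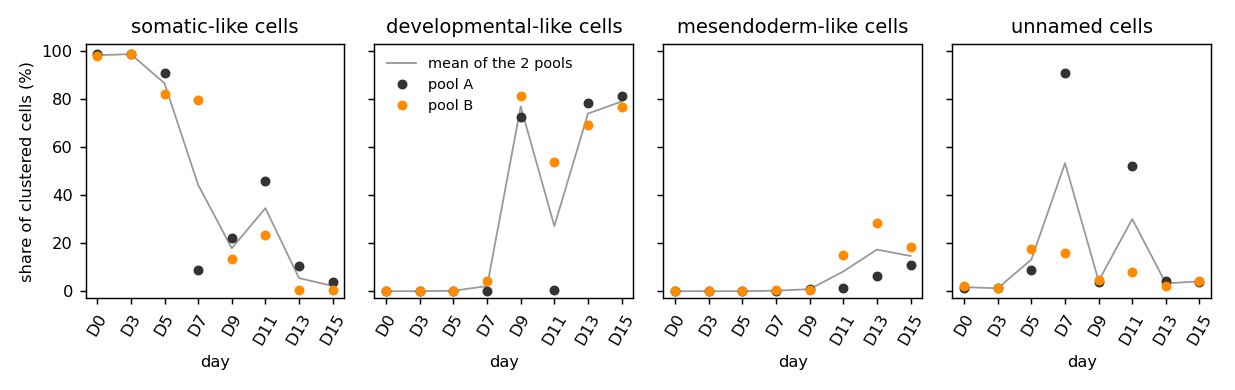
Percentage of cells in each of the 3 classes and of cells without a class by day, with points for pools A and B and lines for their means. Somatic-like cells fall from 98.3% on D0 to 2.20% on D15, and the pools stand far apart on D7 and D11.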

As expected, SR clusters included non-transfected fibroblasts (SR1) and cells captured at earlier days (SR2-5), while DR clusters were enriched by cells collected at later time points (from D9 to D15) and highly cycling (Fig. 3c). However, more than 97% of SR6 and SR7 cells were sampled from day 11 (Fig. 3c) and were characterized by low but detectable expression of embryonic genes (e.g. *POU5F1*, *LEFTY2*) and were negative for *NANOG*, indicating reshaping of fibroblast identity but at the same time inefficient acquisition of pluripotency. Furthermore, these cells are in the G0/G1 phase of the cell cycle, thus confirming their somatic nature and suggesting peculiar identity in the reprogramming timeline (Fig. 3c). 

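The somatic-like clusters with the largest share of cells from D11 on held 846 and 557 cells, of which 71.9% and 54.2% were sampled from D11 on. In somatic-like cells of D11 (535 in pool A and 311 in pool B), POU5F1 stood at 215 and 71.2 CPM and had a UMI in 100% and 77.2% of cells. LEFTY2 stood at 169 and 53.0 CPM in these cells, and NANOG at 9.84 and 3.33 CPM, with a UMI in 35.9% and 9.65% of cells. In the 67 somatic-like cells of pool A of D13, NANOG was at 0.356 CPM and in 1.49% of cells, with POU5F1 at 49.4 CPM and LEFTY2 at 8.89.

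For comparison, developmental-like cells had 1339 CPM of POU5F1 and 91.4 CPM of NANOG in pool B of D11, and 1443 and 78.7 CPM in pool A of D13. In the fibroblasts of D0, NANOG had a UMI in 1.29% and 1.69% of the cells of the pools, at median depths of 24039 and 28566 UMIs. The median depth of the somatic-like cells was 43530 UMIs in pool A of D11, 36362 in pool B of D11 and 41718 in pool A of D13. Free RNA of developmental-like cells, which would add UMIs to the somatic-like cells of the same pools, was not measured.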

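From D11 on, 87.7% ± 4.2 of somatic-like cells were scored as G1 (SD, n = 3 pools with both classes), against 14.9% ± 13.2 of the developmental-like cells of the same pools. With each cell named from its own markers, chosen after the data were seen, the shares were 84.9% ± 3.4 and 12.7% ± 4.0 (n = 6 pools). The fibroblasts of D0 were in G1 in 83.6% ± 0.37 (n = 2 pools). G0 is not told apart from G1 by these scores.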

Despite their developmental features, DR4 cells also did not express *NANOG*, while showing high and very specific transcriptional levels of mesendoderm genes (e.g. *CER1*, *EOMES*), suggesting a possible similarity with a differentiating stage. 

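CER1 (ENSG00000147869) lies on chromosome 9 of GRCh38 from 14719724 to 14722733 and EOMES (ENSG00000163508) on chromosome 3 from 27715949 to 27722711. Of the mesendoderm-like cells, 97.8% were sampled from D11 on, and they made up 8.22% ± 9.81 (SD, n = 2 pools) of the cells on D11, 17.3% ± 15.4 on D13 and 14.7% ± 5.32 on D15. In these cells CER1 stood at 692 and 424 CPM in pools A and B of D13 and at 559 and 515 CPM on D15, against 59.6, 20.2, 5.32 and 15.9 CPM in the developmental-like cells of the same pools. In pool B of D11 the order was reversed, with 26.5 CPM in mesendoderm-like and 101 CPM in developmental-like cells. EOMES stood at 43.9 and 33.0 CPM on D13 and at 68.7 and 55.5 CPM on D15, against 7.38, 3.92, 1.28 and 2.36 CPM.

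NANOG was at 4.28 and 16.4 CPM in mesendoderm-like cells of D13 and at 2.54 and 6.92 CPM on D15, and in pool B it had a UMI in 33.1% and 13.9% of them. In developmental-like cells of these pools NANOG was at 78.7, 76.0, 43.3 and 49.2 CPM. This cluster also had 15 somatic and 16 developmental markers above the median cluster.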

DR clusters display higher expression of embryonic-related signatures^29^, thus they appear to contain the productively reprogramming cells (Supplementary Fig. 3C). However,the role of the SR clusters is less clear (Fig. 3d left). To address the role of SR clusters we perform Gene Set Enrichment Analysis (GSEA) using the secreted proteins previously identified (Fig. 3d right in bold) and some gene signatures that were found enriched in the proteomic analysis (Fig. 3d right and Supplementary Data 5). Surprisingly, the secreted proteins detected by mass spectrometry appear to be transcribed by the cells in the SR clusters, except for SR3 that might not be involved in the secretory phenotype. These results highlight the presence of an unproductive somatic fate, whose role is to express and secrete those factors that we found to be shaping the extracellular environment during reprogramming and that have been found to characterize later stages of embryonic development.

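Somatic-like and developmental-like cells were compared within the 6 pools that held at least 20 cells of each, with the pool as a block. Pool B of D7, both pools of D9 and pool B of D11 are sums of 2 libraries with unequal class shares. In pool A of D9, somatic-like cells made up 0.935% of one library and 24.1% of the other. The block does not remove differences between such libraries, so these can enter the differences between classes. Each class held between 21 and 1196 cells per pool. Of the 706 genes kept out of the clustering, 389 were called, 237 higher in somatic-like and 152 higher in developmental-like cells. Among the 526 secreted proteins of Supplementary Data 1 whose genes passed the filter, 213 were called higher in somatic-like cells and 78 in developmental-like cells, and 354 had a higher level in somatic-like cells. Their median log2 difference was 0.56 and their mean 0.85, and both camera (p-value 1.8e-06) and fry (p-value 3.2e-04) called the set. With each cell named from its own markers, chosen after the data were seen, 544 of the 706 genes were called. Without pool B of D11, 241 were called, and 37 secreted proteins were called higher in developmental-like cells.

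By the rule for naming genes, the largest differences towards somatic-like cells were those of LOXL4, LUM, TIMP3, COL6A3 and COL1A1, with log2 differences of 5.10, 4.62, 4.54, 4.51 and 4.47, each higher in 6 of 6 pools and with an adjusted p of 7.9e-04 or less. COL1A1 (ENSG00000108821, chromosome 17 of GRCh38 from 50184101 to 50201632) was at 4568 CPM ± 3151 (SD, n = 6 pools) in somatic-like and 205 ± 143 in developmental-like cells. Towards developmental-like cells the largest were POU5F1, MT1G, SEMA6A, TDGF1 and DPPA4, with −4.50, −4.27, −4.02, −4.00 and −3.88, each in 6 of 6 pools. The paper proposes from the enrichment of the secreted proteins in its somatic clusters that these cells transcribe them, and concludes that an unproductive somatic fate expresses and secretes factors that shape the extracellular environment.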

**Fig. 3:**
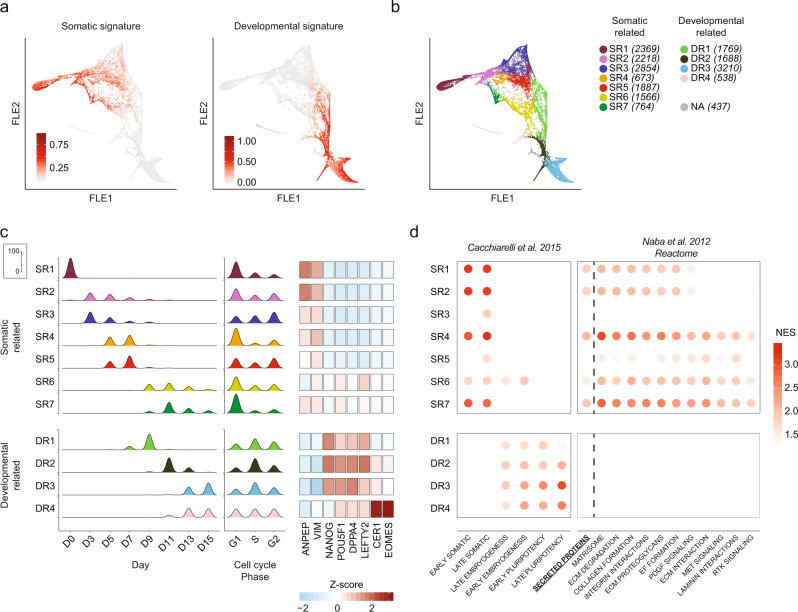
Single-cell RNA-seq analysis of human reprogramming cells unveils a dynamic somatic subpopulation involved in the expression of signalling and ECM related genes. **a** Somatic and Developmental signatures enrichment scores shown along the FLE map. **b** FLE map showing the distribution of cells across identified clusters. **c** Time-points and cell-cycle phase distribution for each cluster (left) and heatmap of Z-scored normalized counts, averaged by clusters, for key reprogramming related genes (right). NA cluster not shown. **d** GSEA results for each cluster. Only significant results are shown. The gene set made of the secreted proteins found in this work is written in bold. NES, Normalized enrichment score.

### Signalling contributions from different cellular subpopulations

Among all the gene sets analyzed, Matrisome^36^ and Late pluripotency^2^ associated genes were found to best describe the phenotype of D13-15 endpoints (Fig. 4a). Therefore, we decided to computationally investigate the routes linking such states to the somatic start-point by applying Waddington Optimal Transport (WOT)^10^ (Fig. 4b and Supplementary Fig. 4A). 

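Ancestor distributions of the somatic-like and developmental-like cells of D15 were computed by entropic optimal transport between adjacent days. It used 30 principal components, an entropy of 0.05 of the median squared distance and no growth rates. The pools of 1 letter were chained over the days, although the letters do not pair pools across days. Differences between pools and libraries of adjacent days can thus enter the distributions. The somatic-like end points were 21 cells in pool A and 10 in pool B, against 440 and 1503 developmental-like cells, so few cells decide one side. The Pearson correlation of both distributions over the cells of a day was −0.48 on D0, −0.62 on D3, D5 and D7, −0.59 on D9, −0.49 on D11 and −0.36 on D13, as means of 2 pools. In simulated data this correlation was −1 before and after the fates parted, so it cannot date a branching as computed here.

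The total variation difference, a measure added after the correlations were seen, is 0 for equal distributions and 1 for separate ones. In pools A and B it was 0.23 and 0.24 on D0, 0.40 and 0.42 on D3, 0.46 and 0.48 on D5, 0.57 and 0.60 on D7 and 0.69 and 0.79 on D9. For random groups of end cells of the same size, the mean on D7 was 0.074 and 0.13, and 95% of 100 draws lay below 0.14 and 0.22. This measure reached 0.845 in simulated cells whose fates had not parted.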

Results showed a common path until day 5 (D5), after which cells started to exhibit different trajectories (Fig. 4b, Supplementary Fig. 4B). We validated these findings through an unsupervised pseudotime-based approach using Monocle3^37,38^, which not only confirmed the bifurcation at day 7 (D7) leading to endpoints inside SR7 matrisomal and DR3 pluripotent clusters, but also introduced two additional outcomes inside DR4 and SR2, respectively (Fig. 4b and Supplementary 4C). While the mesendodermal nature of DR4 was previously assessed, we focused on the characterization of SR2. GSEA using common pathways (Methods) revealed the enrichment for terms related to signalling molecules (Supplementary Data 6), therefore, we hypothesized that this cluster might be implicated in the secretion of the ligands detected in the medium. Indeed, most of them were significantly enriched, with SASP having the highest enrichment score (Fig. 4c and Supplementary Fig. 4D). 

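Of the SASP genes, the 34 that are marked in Supplementary Data 4 and passed the filter were used, which is part of the list. Among the 7 somatic-like clusters with at least 20 cells of the A pools, the one with the highest median z-score of these genes was chosen in the cells of the A pools (median 1.11) and measured in those of the B pools, where 8 clusters were compared (median 0.945, against 0.786 for the next cluster). There, 9 of the 34 genes were highest in the chosen cluster. CXCL1 was at 840 CPM in it and at most 735 CPM in another somatic-like cluster, MMP1 at 3048 against 2912, MMP3 at 108 against 97.3 and PLAU at 233 against 218. IL1B was at 35.2 CPM against 37.2 in the highest other cluster, CXCL8 at 172 against 295, HGF at 61.4 against 65.2 and PLAUR at 99.9 against 105. Over the mean of the other clusters these 8 genes were 1.89 to 4.32 times as high. These levels come from the cells of the B pools alone and carry no replicate error. Over the cells of all pools, CXCL8, IL1B and CXCL1 were the leading genes of the chosen cluster.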

We found SASP genes are highly expressed and specific of this cluster (Supplementary Data 7), such as cytokines (*CXCL1*, *IL1B*, *CXCL8*), metalloproteases (*MMP1*, *MMP3*), *HGF* and its activators, *PLAU* and *PLAUR* (Fig. 4d, e). Notably, almost all of them were detected by LC-MS/MS with some (CXCL1, CXCL8, CCL2, SPP1, PLAU) being the first to be accumulated in the medium (Fig. 2c).

**Fig. 4:**
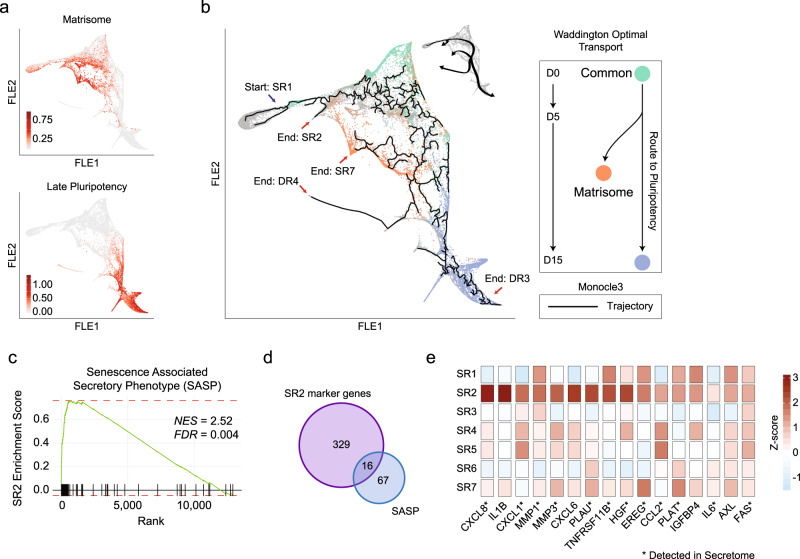
Trajectory inference reveals different fates during reprogramming. **a** Matrisome and Late pluripotency enrichment scores shown along the FLE map. **b** Monocle3 (black line) and WOT (colored dots) trajectory inferences are displayed on the FLE graph. Arrows point to the starting point (blue) and 4 end points (red) of the inferred trajectories. A representative scheme of the trajectories is shown on the top-right. **c** Enrichment Score graph relative to the GSEA of SR2 cluster for senescence-associated secreted proteins geneset (SASP)^60–63^. Black lines on the x axis represent a match between the ranked list and the geneset analyzed. NES, Normalized enrichment score. FDR, False Discovery Rate. **d** Venn diagram representing the intersection between SASP geneset and SR2 cluster marker genes and their relative gene expression, shown in a (**e**) heatmap of Z-scored normalized counts, averaged by clusters. Genes with (*) have been detected in secretome analysis.

In conclusion, we were able to define human somatic reprogramming as a process consisting of two major outcomes, matrisomal and pluripotent, deriving from the same starting cells which bifurcate around day 7 (D7). Moreover, among matrisomal somatic cells, we identified and characterized an early sub-population of cells which contributes to the expression and secretion of SASP-related signalling molecules.

### Reprogramming fates interact through different ligand-receptor pairs

To rationally understand whether somatic subpopulations arising during reprogramming are actively involved in the population cross-talk with productive reprogramming intermediates, we developed a ligand-receptor interaction analysis from the cells laying on the somatic trajectory towards the reprogramming ones (Fig. 5a). Using the previously identified secreted proteins (Fig. 1) that fall in the list of experimentally validated ligand-receptor couples^39^, we restricted the number of putative interactors involved in subpopulation crosstalk to a set of 82 pairs (Supplementary Fig. 5A, Supplementary Data 8 and Methods). We were able to identify a standardized interaction score (sIS) by leveraging the gene expression trends of ligands along the matrisome route and of receptors along the path to pluripotency (Methods).

**Fig. 5:**
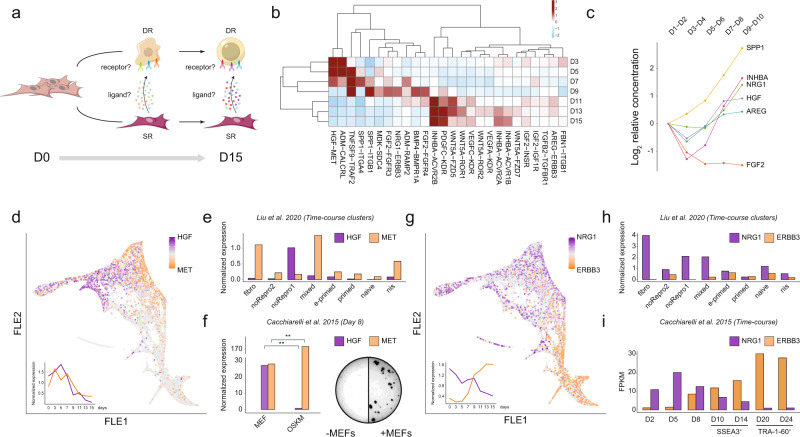
Gene expression-based interaction analysis suggests an existing crosstalk between somatic and reprogramming cells through known and unknown ligand-receptor couples. **a** Schematic representation of ligand-receptor interactions hypothesized during reprogramming. Fibroblasts (D0, left) develop two fates: a somatic secretory phenotype (bottom) and induced pluripotency (top). Black arrows show the directionality of the examined interaction. **b** Heatmap of z-scored standardized interaction scores for top ligand-receptor pairs. Selection criteria is described in Methods. **c** Log2 proteomic expression relative to D1-D2 of SASP-related ligands among the top pairs at each time-point. **d**–**f** HGF and MET gene expression profiles (log2 CPM) are shown in different reprogramming systems. **d** In our data, they are displayed on the FLE map as fold change relative to HGF and averaged across the time course (bottom-left). **e** In Liu et al., 2020^7^, they are shown as averaged across their identified clusters. **f** Left: in Cacchiarelli et al., 2015^2^, they are shown as mouse and human mean normalized expression at sampling day 8 (** BH-adjusted *p*-value <0.01). Right: Representative pictures of HiF-T DOX secondary reprogramming performed with or without depletion of MEFs in standard 12-well plates, assessed by immunostaining of TRA-1-60. **g**–**i** NRG1 and ERBB3 gene expression profiles are shown in different reprogramming systems. **g** In our data, they are displayed on the FLE map as fold change relative to NRG1 and averaged across the time course (bottom-left). **h** In Liu et al., 2020^7^, they are shown as averaged across their identified clusters and (**i**) in Cacchiarelli et al., 2015^2^, they are shown as mean FPKM across the time-course.

The results showed that almost every ligand-receptor pair had a significant sIS in at least one time-point (Supplementary Fig. 5B and Supplementary Data 9). Moreover, when looking at the couples with the greatest scores, we observed many ligands involved in signalling cascades which are already known to be associated with pluripotency maintenance, such as *Wnt, Tgfβ* and *Inhb* signalling^31,40,41^ (Fig. 5b). These results were overall confirmed by a complementary unbiased approach, based on an alternative interaction score computed as a function of the absolute ligand and receptor expression levels and their log_2_ fold change with respect to the average expression level across all time points (Supplementary Fig. 5C, Supplementary Data 10 and Methods).

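The interaction score of a pair was computed as the mean log2(CPM + 1) of the ligand in the cells with a somatic ancestor probability above the mean, times that of the receptor in the cells with a developmental one, for the 82 pairs, 7 days and 2 pools. The ancestor probabilities come from the chains of pools of 1 letter. A score of a pool therefore also depends on the later pools of its letter, with which it is not paired. Across pairs, which are not independent, the rank correlation with the paper's scores was 0.948 on D3, 0.910 on D5, 0.924 on D7, 0.913 on D9, 0.947 on D11, 0.957 on D13 and 0.918 on D15. With the mean CPM in place of the log2 scale, the correlation on D9 was 0.799. Of the 5 expression scales tried after the data were seen, none gave the paper's scores throughout, so only ranks were compared. Here 31 pairs had a higher score on D3 to D7 and 51 on D9 to D15, and 65 of the 82 pairs lay on the same side as in the paper's scores.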

Among these interactors, 8 ligands were related to SASP, of these 4 were soluble and highly dynamic in both transcriptomic and proteomic data: SPP1, INHBA, NRG1 and HGF (Fig. 5c). 

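SPP1 (ENSG00000118785) lies on chromosome 4 of GRCh38 from 87975667 to 87983532 and INHBA (ENSG00000122641) on chromosome 7 from 41667168 to 41705834. SPP1 stood at 0.621 CPM ± 0.0543 (SD, n = 2 pools) on D0, 327 ± 94.4 on D7, 1246 ± 97.0 on D9, 603 ± 37.3 on D11 and 79.9 ± 37.5 on D15. It was called from D3 to D5 with a log2 fold change of 5.39 (adjusted p = 2.0e-05 from edgeR) and from D7 to D9 with 1.89 (adjusted p = 0.0065). INHBA stood at 5.74 CPM ± 0.0023 on D0, 11.0 ± 0.177 on D5, 19.5 ± 0.657 on D9, 52.7 ± 16.9 on D11 and 21.8 ± 3.48 on D15, and was called from D9 to D11 with a log2 fold change of 1.43 (adjusted p = 0.0040). In the comparison of classes within pools, INHBA was higher in somatic-like cells in 6 of 6 pools (log2 difference 3.27, adjusted p = 0.0070), and SPP1 was higher in somatic-like cells in 1 of 6 (−2.19, adjusted p = 0.0095).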

As INHBA is a known pluripotency regulator^40^, and SPP1 is the major HGF-regulated gene^42^, we focused our analyses on HGF and NRG1.

The HGF-MET interaction occurred at early time-points of the reprogramming (Fig. 5d) with HGF expressed by cluster SR2 and SR5 and its receptor MET expressed by cluster DR1. Both HGF and MET were highly expressed in the early intermediate stages and decreased in the later time points, suggesting a role in the reprogramming intermediates. Thus, we explored whether the same HGF-MET dynamics was present in a conventional (i.e., Petri dish) human reprogramming approach^7^ and not strictly related to the microfluidic environment. scRNA-seq data exploration, using authors-defined clusters^7^, showed that the cluster noRepro1, enriched for SR signatures (Supplementary Fig. 5D), expressed high levels of HGF (Fig. 5e), whereas MET expression was observed in the mixed intermediate cluster, overlooked by the authors (Fig. 5e). 

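HGF (ENSG00000019991) lies on chromosome 7 of GRCh38 from 81699010 to 81770438 and MET (ENSG00000105976) on the same chromosome from 116672196 to 116798377. The interaction score of HGF and MET was 10.4 ± 0.210 (SD, n = 2 pools) on D3, 9.15 ± 0.910 on D5, 8.25 ± 0.891 on D7, 2.20 ± 0.0566 on D9, 1.14 ± 0.391 on D11, 0.373 ± 0.0096 on D13 and 0.459 ± 0.150 on D15. The mean of D3 to D7 minus that of D9 to D15 was 8.70 in pool A and 7.77 in pool B. On D5, HGF was at 36.2 and 22.1 CPM in the somatic-like cells of pools A and B.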

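HGF stood at 19.2 CPM ± 0.131 (SD, n = 2 pools) on D0, 18.5 ± 3.55 on D3, 25.9 ± 9.42 on D5, 13.0 ± 5.03 on D7, 4.63 ± 0.916 on D9, 6.37 ± 2.08 on D11, 2.12 ± 0.49 on D13 and 1.58 ± 1.01 on D15. MET stood at 9.75 CPM ± 0.542 on D0, 20.5 ± 6.60 on D3, 13.8 ± 1.86 on D5, 13.9 ± 0.171 on D7, 7.68 ± 1.33 on D9, 3.26 ± 0.491 on D11, 3.22 ± 0.126 on D13 and 3.57 ± 0.490 on D15. The mean of D3 to D7 was above that of D9 to D15 by a log2 difference of 2.59 for HGF (standard error 0.23, adjusted p = 8.4e-07 from edgeR) and of 1.99 for MET (standard error 0.14, adjusted p = 9.3e-08). Each of the 6 earlier pools lay above each of the 8 later pools for both genes. MET rose from D0 to D3 by a log2 fold change of 1.04 (adjusted p = 0.0071), and HGF was as high in the fibroblasts of D0 as on D3. From these profiles the paper proposes a role of the pair in the reprogramming intermediates.

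**Figure D3:**
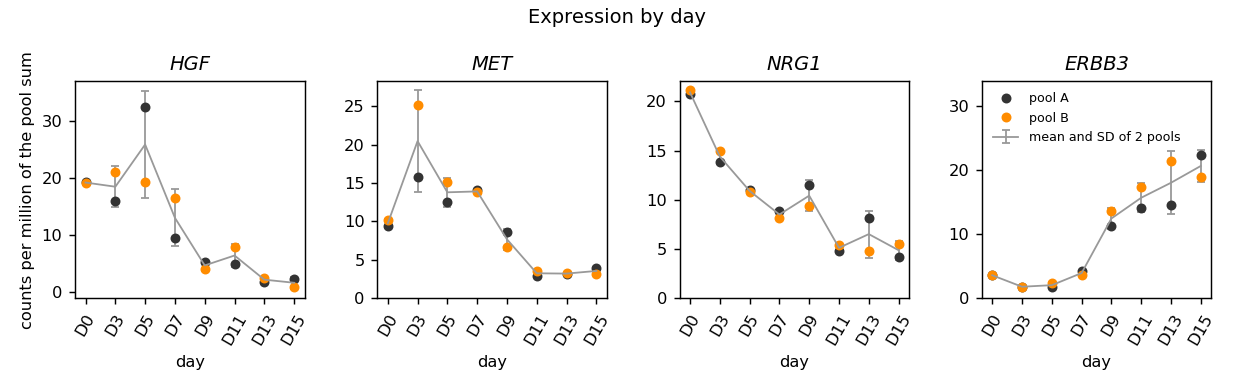
CPM of HGF, MET, NRG1 and ERBB3 by day on linear axes, with points for pools A and B, lines for their means and bars for the SD (n = 2 pools). HGF and MET are lower from D9 on, and ERBB3 rises from 1.82 CPM on D3 to 20.7 on D15.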

Remarkably, the analysis of RNAseq data from reprogramming of secondary human fibroblasts cultured on mouse embryonic fibroblast feeder (MEF)^2^, showed the expression of HGF only from MEFs while MET was upregulated in human cells undergoing reprogramming at day 8 (OSKM -Fig. 5f left). Therefore, we performed reprogramming experiments with depletion or addition of MEFs and observed a drastic reduction in the ability of generating pluripotent colonies when cultured in absence of feeder cells (Fig. 5f right), suggesting a pivotal role of HGF-MET interaction in sustaining pluripotency. These results showed a common behaviour of HGF vs MET expression in the early phase of the reprogramming, being expressed by matrisome producing/supporting cells and reprogramming intermediates respectively, regardless of reprogramming approach and culture system. On the other hand, the NRG1-ERBB3 interaction showed higher sIS between clusters along the same developmental trajectory in a sequential fashion: NRG1 is expressed by DR clusters at earlier stages (until D9), while its receptor, Erb-B2 Receptor Tyrosine Kinase 3 (ERBB3), is expressed by late DR clusters (starting from D7) (Fig. 5g). 

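NRG1 (ENSG00000157168) lies on chromosome 8 of GRCh38 from 31639222 to 32855666 and ERBB3 (ENSG00000065361) on chromosome 12 from 56076799 to 56103505. NRG1 stood at 20.9 CPM ± 0.285 (SD, n = 2 pools) on D0, 14.4 ± 0.730 on D3, 10.9 ± 0.191 on D5, 8.51 ± 0.501 on D7, 10.4 ± 1.55 on D9, 5.13 ± 0.464 on D11 and 4.89 ± 0.944 on D15. ERBB3 stood at 3.61 CPM ± 0.0366 on D0, 2.06 ± 0.449 on D5, 3.95 ± 0.361 on D7, 12.5 ± 1.60 on D9, 15.7 ± 2.28 on D11 and 18.0 ± 4.89 on D13. From D7 to D9, ERBB3 rose by a log2 fold change of 1.61 (adjusted p = 0.0012 from edgeR), with both pools of D9 above both of D7.

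Within pools, ERBB3 was at 17.0 CPM ± 5.87 (SD, n = 6 pools) in developmental-like and 2.27 ± 1.15 in somatic-like cells (log2 difference −2.99, adjusted p = 1.1e-04), and it was lower in somatic-like cells in all 6 pools. NRG1 was at 12.6 CPM ± 6.24 in somatic-like and 6.07 ± 3.35 in developmental-like cells (1.06, adjusted p = 0.061), higher in somatic-like cells in 5 of 6 pools. With each cell named from its own markers, chosen after the data were seen, NRG1 was called higher in somatic-like cells (0.91, adjusted p = 0.0016). The interaction score of NRG1 and ERBB3 was 0.662 ± 0.246 on D3, 1.47 ± 0.592 on D7, 4.86 ± 0.423 on D9, 4.18 ± 0.510 on D11, 3.60 ± 1.23 on D13 and 6.05 ± 4.44 on D15, where pool A had 9.19 and pool B 2.91.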

The same information can be retrieved from Liu et al., 2020^7^ and Cacchiarelli et al., 2015^2^, observing the sequential expression of NRG1 then ERBB3 only along the reprogramming intermediates, with NRG1 decreasing halfway during reprogramming route, ERBB3 increasing from halfway, and a central timeframe of co-presence (Fig. 3h, i). Therefore, as NRG1-ERBB3 expression occurs only along the reprogramming trajectory, we did not get significant results when comparing MEFs versus human reprogramming intermediates from our human secondary system (Supplementary Fig. 5E)^2^.

Altogether, these findings suggest a crosstalk between cell subpopulations, with an active role of non-pluripotent cells in supporting the route of other cells to pluripotency. We demonstrated that such non-pluripotent cells can be part of the same (i.e. NRG1 and ERBB3 both expressed during DR trajectory to pluripotency) or different trajectories (i.e. HGF ligand expressed by SR trajectory towards matrisome vs MET receptor expressed by DR trajectory towards pluripotency).

### HGF-MET crosstalk functionally sustains the acquisition of pluripotency through STAT3

Considering the results from the ligand-receptor analyses, we then asked whether the HGF-MET interaction has a functional role in the progression of intermediate states towards pluripotency.

HGF is a growth factor involved in many cell functions and it is mostly secreted by mesenchymal cells, while acting on epithelial ones^43^. In our reprogramming, it is biologically active as its activator complex PLAU/PLAUR was also found in the secreted medium (Fig. 2c).

On the other hand, MET is a tyrosine kinase receptor activated by its ligand HGF. This binding induces MET catalytic activity and results in downstream initiation of multiple pathways, including STAT3 direct phosphorylation or via Janus kinase 1 (JAK1 - Fig. 6a). This activation axis is shared with other two ligands (i.e. LIF and IL6), known to be involved in murine pluripotency (Fig. 6a)^16,44^.

**Fig. 6:**
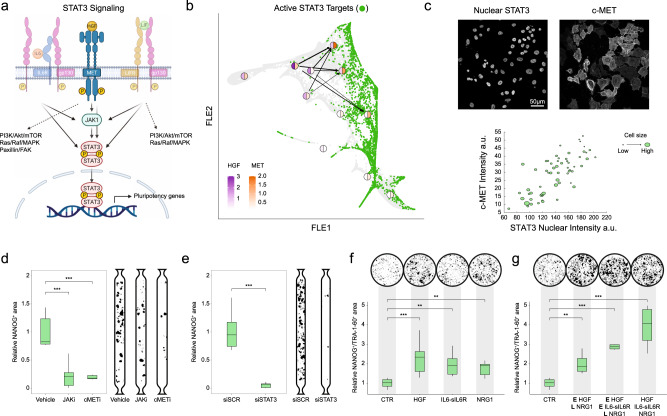
Perturbation of STAT3 pathway components affect the efficiency of reprogramming. **a** A schematic representation of HGF/c-MET/STAT3 signalling pathway (Created with BioRender.com). **b** STAT3 target expression correlates with MET transcription. In the FLE graph, green dots represent cells with positive enrichment scores for STAT3 target genes (Methods). Bigger circles summarize averaged HGF (left) and MET (right) gene expression in identified clusters. Significant inter-cluster HGF-MET interactions are displayed (arrows). Arrow thickness relates to the strength of the interaction. **c** Top, representative images of expression of nuclear STAT3 and c-MET during reprogramming performed in microfluidics at day 6. Bottom, correlation between the expression intensity of nuclear STAT3, c-MET, and cell size obtained from experimental data shown on top. Data from *n* = 61 cells (*n* = 3 independent experiments). **d** Left, reprogramming efficiency in microfluidics measured as the relative area occupied by NANOG^+^ colonies in cells upon inhibition of c-Met and JAK1 kinases using small molecules at day 12, compared to the ones treated with the vehicle (*n* = 6 for vehicle, *n* = 12 for JAKi and *n* = 7 for c-METi); ANOVA followed by two-sided Dunnett’s multiple comparisons test was used to assess differences among the conditions (JAKi − 95% CI [0.5645,1.039], *** FDR = 0.0001; cMETi – 95% CI [0.548, 1.076], *** FDR = 0.0001). Right, representative quantification pictures in microfluidic channels assessed by immunostaining of NANOG. **e** Left, reprogramming efficiency in microfluidics upon knock-down of STAT3 using siRNAs at day 12 (*n* = 8 for scramble siRNA, *n* = 11 for siSTAT3); two-sided unpaired *t*-test was used to assess differences among the conditions (95% CI [0.7511,1.154], ***P < 0.0001). Right, representative quantification pictures in microfluidic channels assessed by immunostaining of NANOG. **f** Bottom, reprogramming efficiency in standard 24-well plates upon addition of HGF, IL-6 and soluble IL6 receptor (sIL6R), or NRG1 at day 9 (*n* = 14 for control, *n* = 19 for HGF, *n* = 5 for IL6 + sIL6R, *n* = 16 for NRG1); ANOVA followed by two-sided Dunnett’s multiple comparisons test was used to assess differences among the conditions (HGF − 95% CI [−1.693, −0.6466], *** FDR = 0.0001; IL6 + sILR – 95% CI [−1.744, −0.1955], **FDR = 0.0083; NRG1 – 95% CI [−1.319, −0.2312], ** FDR = 0.0021). Top, representative quantification pictures in standard 24-well plates assessed by immunostaining of NANOG and TRA-1-60. **g** Bottom, reprogramming efficiency in standard 24-well plates upon temporally modulate addition of HGF, IL6 and soluble IL6 receptor (sIL6R), and NRG1 at day 9 (*n* = 14 for control, *n* = 6 for HGF in the early phase and NRG1 in the late phase, *n* = 4 for HGF + IL6 + sIL6R in the early phase and NRG1 in the late phase, *n* = 4 for HGF + IL6 and sIL6R + NRG1 for the entire process); ANOVA followed by two-sided Dunnett’s multiple comparisons test was used to assess differences among the conditions (E HGF + L NRG1 − 95% CI [−1.705, −0.2549], ** FDR = 0.0038; E HGF/IL6 + sILR + L NRG1 – 95% CI [−2.698, −1.013], *** FDR = 0.0001; ALL – 95% CI [−3.746, −2.061], *** FDR = 0.0001). Top, representative quantification pictures in standard 24-well plates assessed by immunostaining of NANOG and TRA-1-60.

To test the STAT3 pathway involvement in our reprogramming setup, we investigated its activation throughout the reprogramming process in microfluidics.

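In the 6 pools with both classes, HGF was at 21.2 CPM ± 13.6 (SD, n = 6 pools) in somatic-like and 0.756 ± 0.563 in developmental-like cells. The log2 difference was 4.99 (standard error 0.52, adjusted p = 1.9e-04 from edgeR), and somatic-like cells were higher in 6 of 6 pools. MET was at 8.46 CPM ± 4.42 in somatic-like and 5.03 ± 2.11 in developmental-like cells, a log2 difference of 0.76 (standard error 0.22, adjusted p = 0.018), higher in somatic-like cells in 5 of 6 pools and short of the call. DESeq2 called MET higher in somatic-like cells (0.74, adjusted p = 0.0058), as did edgeR without pool A of D13 (0.90, adjusted p = 0.0081). With each cell named from its own markers, a setting chosen after the data were seen, the difference was −0.15 (adjusted p = 0.47). Over the alternatives the adjusted p of MET ranged from 0.0058 to 0.47. The 6 pools are of D9 or later except pool B of D7, which held 62 developmental-like cells. Levels by class before D9 are therefore hardly covered.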

First, HGF and MET were differentially expressed by SR (higher HGF) and DR (higher MET) clusters and came up as early interactors in a cluster-based interaction analysis (circles and arrows in Fig. 6b). Furthermore, STAT3 nuclear target transcriptional enrichment^45^ revealed their activation from day 5, along the reprogramming route (green dotted cells in Fig. 6b), in agreement with MET signalling activity. Finally, at the protein level, we observed STAT3 nuclear localization (indicative of STAT3 activation) during intermediate days (D4, D7) and at the end of the process (D12 - Supplementary Fig. 6A).

To give further evidence, we then investigated the localization of MET and STAT3 at day 6. We found that cells of smaller size (undergoing the mesenchymal-to-epithelial transition) show the highest intensity of both c-MET and nuclear STAT3 (Fig. 6c). Finally, we separately inhibited two kinases along the STAT3 axis, MET and JAK1, using small molecules and assessed reprogramming efficiency by immunostaining analysis of NANOG at day 12. Consistent with our hypothesis, we observed a significant loss of reprogramming efficiency upon inhibition of STAT3 (Fig. 6d). These data were confirmed by a direct knock-down of STAT3 mRNA using specific siRNA, that efficiently reduced both STAT3 nuclear localization in all cells at day 6 (Supplementary Fig. 6B) and reprogramming efficiency at day 12 (Fig. 6e).

Lastly, we tested whether the addition of signalling molecules was capable of further improving reprogramming yield in conventional culture systems that are otherwise far less efficient than microfluidic systems (Fig. 1a). For this purpose, we selected molecules that were found dynamically in the secretome analysis or involved in cell-cell interactions (e.g. HGF, IL6 and NRG1). In conventional culture (i.e. Petri dishes), we saw a significant increase of about 2-fold in reprogramming efficiency in terms of relative TRA-1-60^+^/NANOG^+^ area when medium was supplemented with either HGF, IL6 and its soluble receptor (sIL6R) to activate STAT3 signaling^16^, and NRG1 throughout the reprogramming process (Fig. 6f). 

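IL6 (ENSG00000136244) lies on chromosome 7 of GRCh38 from 22725884 to 22732002. It stood at 0.894 CPM ± 0.0344 (SD, n = 2 pools) on D0, 0.878 ± 0.913 on D3, 2.91 ± 0.672 on D5, 2.12 ± 0.696 on D7, 6.26 ± 0.891 on D9, 6.13 ± 4.00 on D11, 3.39 ± 2.95 on D13 and 0.519 ± 0.0949 on D15. The mean of D3 to D7 minus that of D9 to D15 was −0.67 on the log2 scale (standard error 0.40, adjusted p = 0.17 from edgeR), and it was called only without pool A of D3 (−1.27, adjusted p = 0.0089). NRG1 was higher on D3 to D7 than on D9 to D15, with a log2 difference of 0.83 (standard error 0.12, adjusted p = 6.3e-05), and it was called under each alternative and with each pool left out. These values are transcripts, and the protein levels in the medium were not used here.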

Consistent with the idea that multiple signals are involved in the first phase of reprogramming and the second phase of hiPSCs stabilization, secretome and single-cell RNA sequencing data showed more accumulation of HGF and IL6 in early phases of the reprogramming process, while NRG1 came out at later stages. To mimic this timing, we added HGF alone or with IL6/sIL6R in the first half, and NRG1 in the second half. This resulted in a further increase in the reprogramming efficiency up to three folds (Fig. 6g). However, when supplementing the medium with HGF, IL-6, sIL-6R and NRG1 together, we were able to reach the highest efficiency (i.e. 5-fold over controls), thus suggesting that the combination of specific signalling pathways further boosts hiPSCs formation (Fig. 6g).

## Discussion

Our integrative approach of secretome and single-cell transcriptomic analyses revealed a previously unappreciated crosstalk between subpopulations during the intermediate stages of human reprogramming. Whilst population heterogeneity was also described in recent papers, both in mouse^9–11^ and human^4,7,8^, these works reported the formation of distinctive cell clusters and diversification of pluripotent trajectories, viewing the unproductive/refractory subpopulations as a “problem” or limitation in the process. Instead, here we highlight the crucial role of reprogramming intermediates and the positive contribution of non-pluripotent clusters as actively supporting and shaping the route of the reprogramming cells towards a hiPSC identity.

The efficiency of human somatic cell reprogramming heavily relies on the successful transient accessibility and overcoming of specific intermediate stages but, given the generally low reprogramming efficiency, these stages have been hard to identify. Few strategies were previously adopted to capture human intermediate reprogramming-committed subpopulations such as cell sorting^3,4^ and secondary reprogramming systems^2^.

Supported by the microfluidic culture system, we took a step further through the unbiased identification of the reprogramming subpopulation trajectories and interactions based on an integrative secreted proteome and scRNA-seq analysis. The former identified a number of secreted cytokines, growth factors and ECM-related proteins actually present in the extracellular space during reprogramming and contributing to establish an environmental signaling resembling the early embryo basal lamina. scRNA-seq identified two main trajectories during reprogramming, with one almost exclusively responsible for secretory activity and one committed to reprogram. It was probably the reduced secretory activity of nascent hiPSCs or their low abundance that led previous works to overlook the role of the extracellular environment, failing to recognize nascent hiPSCs as a secretome target^4^. Recently, a few works suggested the potential for cross-population signalling in mouse reprogramming^9–11^ including the role of SASP and senescence^33^, but until now the molecular mechanisms and rationale behind human non-cell autonomous signaling remained unclear.

In this study, scRNA-seq could identify the putative subpopulation interaction dynamics during microfluidic reprogramming. In particular, the identification of the two distinctive trajectories, somatic secretory and reprogramming, was instrumental for scoring the putative ligand-receptor association responsible for the unidirectional support of the developmental trajectory towards pluripotency. Secretome analysis, performed here for the first time, could further reduce the dimensionality of the interactions, restricting them to those whose soluble ligand was actually detected as secreted at protein level. Only four ligands passed these restrictive selection criteria: INHBA, SPP1, NRG1 and HGF. INHBA was previously described^40^, SPP1 is downstream of the HGF pathway^42^, thus we focused on NRG1 and HGF, not previously implicated as reprogramming regulators. Interestingly, NRG1 signalling occurred within the reprogramming trajectory, while HGF involved population cross-talk from the secretory somatic to the reprogramming trajectory.

HGF is part of SASP, however it was not measured in Mosteiro et al., 2016^33^ who instead identified IL6 in mouse cell reprogramming. Both HGF and IL6 signaling have STAT3 as a common effector, although via different receptors^46^, and other works reported a positive correlation between STAT3 activity and in vivo reprogramming efficiency^16,47^. In our human reprogramming systems^2,19^, IL6 was present both at transcriptional and proteomic level, however we could not detect its receptor, IL6R, in any subpopulation at any stage. Indeed, we were able to enhance reprogramming efficiency with IL6 only upon providing a soluble form of IL6R. 

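IL6R (ENSG00000160712) lies on chromosome 1 of GRCh38 from 154405193 to 154469450 and was detected in fewer than 5% of cells, so it was not tested between days. It stood at 1.13 CPM on D0, 0.38 on D3, 0.45 on D5, 0.50 on D7, 1.45 on D9 and 1.27 on D15. A UMI of IL6R was found in 6.30% of developmental-like cells, with a median depth of 47837 UMIs, and in 2.31% of somatic-like cells, with a median depth of 35445.5 UMIs. At 5000 UMIs per cell the shares were 0.558% and 0.356%, with 0.731% in mesendoderm-like cells and 0.56% in the fibroblasts of D0. No cell type known to lack IL6R is in the data, so the share that free RNA gives is not known. Within the 6 pools with both classes, the CPM of IL6R was higher in developmental-like cells in 3, with as few as 2 UMIs in a class. IL6 was found in 10.4% of developmental-like and 4.98% of somatic-like cells without thinning, over all days and at unequal depth, while within the 6 pools with both classes its CPM was higher in somatic-like cells in 4.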

The axis HGF/MET/STAT3 was first reported in cancer stemness and promotes the expression of pluripotent genes^46^. HGF-MET was demonstrated to take part in a mesenchymal-epithelial cross-talk^48^.

HGF/MET physiological expression during development starts in the primitive streak where they take part into the so-called branching morphogenesis^49,50^. Therefore, it is intriguing to observe in our data the recapitulation of ECM organization resembling this state^51,52^, with HGF secreted within the somatic trajectory, while its receptor, MET, especially present along the reprogramming one (Supplementary Fig. 6C, D).

We performed extensive experimental validation both in microfluidics and in conventional culture systems. Our loss of function data clearly show that MET activation and STAT3 signalling play an important role in preserving the efficiency of reprogramming, supporting the idea that HGF/MET/STAT3 may have a crucial role in the phenotypic conversion of developmental subpopulation towards pluripotency. Our gain of function experiments within the conventional culture system (i.e., Petri dish) support our hypothesis of the role of miniaturization in concentrating endogenous HGF and show the possibility of scaling up our findings for wider applicability. Whilst a positive role of STAT3 signalling has been extensively characterised during maintenance and induction of mouse naive pluripotency^53^, STAT3 signalling pathway is not active in primed human hiPSCs. It is therefore particularly striking that we find transient STAT3 activity to be of benefit during human reprogramming to primed hiPSC identity, and highlights that we must consider the environmental niche requirements of the intermediate states, which may differ from those of the endpoint target identity.

In our work, we followed an unbiased approach that supports the idea that the route to pluripotency can be broadened by cell-non-autonomous mechanisms. Paracrine signalling is established by highly regulated dynamics with multi-factorial contribution. We showed the use of HGF for gain of function during reprogramming in a conventional culture system, but this efficiency was amenable to further enhancement when multifactorial contributions were used. In particular, we used IL6 and soluble IL6R for a more effective downstream activation of STAT3. Moreover, we found that NRG1 contribute to enhance efficiency of hiPSC formation consistently with previous works, which upon binding ERBB2/ERBB3 receptors activates MAPK/ERK pathway and showed improved maintenance and passage of hiPSCs^54,55^.

In conclusion, this work reports an overview of the environment-mediated subpopulation cross-talk during reprogramming and identifies some specific critical players. Important implications of our work are related to in vivo reprogramming, where environmental factors cannot be controlled but may affect potential applications. Moreover, strategies to reprogram in vitro fibroblasts from any donor with high efficiency are down the road and unlock the possibilities of using hiPSC as modeling systems for a large number of patients, including their use as diagnostic tools in predicting patient-specific genotype-phenotype associations in disease.

## Methods

### Microfluidic device

In this work, we used a microfluidic device, fabricated by soft lithography technique and replica molding, previously published by our group^19^. Polydimethylsiloxane (PDMS) with a 10:1 base/curing agent ratio (Dow Corning) was coupled to a borosilicate glass slide (Menzel–Gläser) through plasma treatment of surfaces.

Briefly, the microfluidic platform consists of 5 independent culture chambers, with the following dimensions: 18.8 mm of length, 1.5 mm of width, and 0.2 mm height with a 5.6 μL volume. The device is sterilized by autoclaving before use. During experiments the microfluidic chips are placed in a dish, surrounded by a water bath to reduce medium evaporation.

### Cell culture

BJ cells (Miltenyi Biotec, 130-096-726), human newborn skin fibroblasts, were cultured with complete Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher, 41965 or 11965), supplemented with 10% fetal bovine serum (FBS, Thermo Fisher, 10270106 or 10099-141). Cells were maintained at 37 °C in the presence of 5% CO_2_ and periodically tested for mycoplasma contamination.

### Reprogramming in microfluidics

Microfluidic cell cultures were performed as follows. On day 0 human fibroblasts were seeded in the microfluidic chambers, at a density of 60 cell/mm^2^, after a coating with 25 μg/mL of cold fibronectin (Sigma Aldrich). Before placing chips in the incubator, 1 ml of PBS 1× was added to the bottom of the dish, in order to maintain proper humidity. From day 1 to day 8, in the morning medium was replaced using Reprogramming Medium, whereas in the night mmRNAs transfection was performed, as reported in Gagliano et al., 2019^19^. From day 9 to day 15, medium change was performed every 12 h using Pluripotency Medium.

### Reprogramming of human fibroblasts to hiPSC colonies

We generated hiPSCs from human foreskin BJ fibroblasts using microfluidic technology as previously described^19^. For proteomic analysis, a total of 10 mRNA transfections were performed using StemRNA-NM reprogramming kit (Stemgent, 00-0076) and StemMACS mRNA transfection kit (Miltenyi, 130-104-463), in E7 medium, made from E6 medium (Thermo Fisher, A1516401) supplemented with 100 ng/mL FGF2 (Peprotech, 100-18B-1000), switched to E8 medium (Stem Cell Technologies, 05990) from day 11. Whereas, for single-cell RNA-seq, 8 mRNA transfections were performed in supplemented Pluriton medium (Stemgent, 00-0070), switched to StemMACS iPSBrew XF medium (Miltenyi Biotec, 130-104-368) from day 9. Validation experiments were performed either in microfluidics according to single-cell RNA-seq protocol or in standard 24-well plates according to manufacturer’s instructions; they were performed under suboptimal conditions to enhance reprogramming efficiency differences, and medium was supplemented with HGF 100 ng/mL (Peprotech, 100-39), IL-6 50 ng/mL (Peprotech, 200-06), IL-6r 10 ng/mL (Peprotech, 200-06 R), NRG1 100 ng/mL (R&D, 396-HB), during the whole process duration, according to the specified perturbation conditions using both Pluriton medium and Nutristem hPSC XF Medium (Biological Industries, 06-5100-01-1 A) supplemented with 20 ng/mL FGF2. The loss of function experiments were performed in microfluidics supplementing the medium with Jak Inhibitor I 1uL (Millipore, 420097) and c-METi 600 uM (Selleck, PF-02341066) from day 1 to day 6. In STAT3 knock-out experiments, siRNA STAT3 10 uM (Qiagen, 1027416) or MOCK siRNA 10 uM (Qiagen, 1027284) was added in the transfection mix from day 1 to day 6. In all cases, the whole process was performed in a hypoxia incubator (5% O_2_, 5% CO_2_) at 37 °C.

### Sample preparation for LC-MS/MS

During reprogramming, at every medium change or reprogramming transfection, medium was collected in three replicates, pooling together the conditioned medium from the same 40 channels for each replicate. The media were stored at −80 °C until prepared for proteomic analysis. After thawing, media from four collections (two consecutive days) were pooled together. For example, sample D1-D2 was conditioned by the cells within the microfluidic chamber from day 1 to day 3 mornings. 3 kDa cut-off centrifugation membranes (Amicon Ultra 0.5 mL, Ultracel 3 K, Merck) were used for filter-aided sample preparation (FASP)^56^. Proteins were concentrated by centrifugation for 20 min at 4 °C and 14,000 g, then washed twice with a 50 mM triethylammonium bicarbonate (TEAB, Thermo Scientific) buffer containing 8 M urea (Sigma-Aldrich). Protein content was quantified by Pierce BCA Protein Assay Kit (Thermo Scientific). Each sample proteins were reduced for 60 min at 56 °C with 100 mM DTT (Sigma-Aldrich), and alkylated for 30 min at room temperature in the dark with 55 mM iodoacetamide (Sigma-Aldrich). Samples were washed with 50 mM TEAB for three times. An equal amount of protein for each sample was digested by trypsin (Promega) at 37 °C for 16 h. Digested peptides were desalted by C-18 spin column (Pierce) and vacuum dried. Then, labeling by 6-plex Tandem Mass Tag (TMT6, ThermoScientific)^28^ was performed according to manufacturer’s instructions using 50 μg of peptides from each sample. The six-time point samples of each of the three replicates were pooled, then desalted and vacuum dried.

### Mass spectrometry analysis

25 pre-fractions were collected on UPLC (Agilent 1290) with high pH C18 column (2.1 mm × 30 mm). Before MS analysis, peptides were resuspended in 10 µL of 0.1% formic acid. Thermo Fusion Mass Spectrometer coupled with Thermo EasynLC1000 Liquid Chromatography was used to get peptides profiles. 90 min of LC-MS gradients were generated by mixing buffer A (0.1% formic acid in water) with buffer B (0.1% formic acid in 80% ACN in water) by different proportions. Using NSI as the ion source and Orbitrap as the detector, the mass scan Range was at 300-1800 m/z, and the resolution was set to 120 K. The MS/MS was isolated by Quadrupole and detected by Ion trap, whose resolution was set to 60 K. The activation type was HCD.

### Proteomic bioinformatic analysis

Peak list files were searched against UniProt human reference proteome (UP000005640) by MaxQuant (v. 1.6.3.4)^57^. TMT6 modification and carbamidomethyl on cysteine were set as fixed modifications. The oxidation of methionine, acetylation of protein N-terminus, and phosphorylation (STY) were set as variable modifications. Peptide-spectrum matches (PSMs) were adjusted to 1% and then assembled further to a final protein-level false discovery rate (FDR) of 1%. Proteins not identified in at least 2 replicates in at least one time point were excluded from further analysis. Common contaminants (keratins and Bos taurus proteins) were also filtered out, for a final number of 4542 proteins identified. Missing values were imputed by the mean value of the other two replicates. TMT intensities were normalized according to BCA quantification to obtain a relative quantification proportional to protein concentration in culture. The distributions of the three replicates of TMT intensities were scaled by their respective medians. A principal component analysis (PCA) was performed in MATLAB R2017a (The Mathworks) using mean-centered TMT intensities. A list of secreted proteins was manually annotated by integrating the following resources: secreted proteins predicted by MDSEC as reported in Protein Atlas database^58^ (http://www.proteinatlas.org), secreted proteins from Data S1 in Gonzalez et al., 2010^59^; a list of ligands from Gene Ontology-Molecular Function categories “cytokine activity”, “growth factor activity”, and “hormone activity”, and senescence-associated secreted proteins (SASP) annotated from literature^60–63^. Of the proteins identified in this study, only those secreted according to the criteria above were further studied, in order to avoid the proteins possibly derived from cell death. Differentially secreted proteins between time pairs were assessed with student t-test, using a threshold of 5%. Proteins whose concentration was maximal only at the first time point (D1-D2 sample) were excluded from further analysis, as potential residual proteins from FBS used during fibroblast expansion. Functional enrichment analysis of Reactome pathways was performed using ReactomePA (v1.36.0)^64^ Bioconductor package. Reactome hierarchy was visualized using ClueGO (v2.5.6)^65^ within Cytoscape (v3.8.0)^66^. Genes specific to different human embryonic stages were derived from a published single-cell RNA-seq study^29^, of these core ECM genes were selected based on the annotations in Naba et al., 2012^36^. Proteins playing a role as ligands were taken from Ramilowski et al., 2015^39^. Hierarchical clustering with heat map data visualization was performed in MATLAB R2017a, using Euclidean distance and complete linkage.

### Sample preparation for single-cell RNA-seq

For each time-point, cells were detached using TrypLE-express (ThermoFisher, Gibco 12604). Harvested cells were then centrifuged at 300 g and resuspended at the final cell density of 100 cells/mL using a solution containing 40% KnockOut Serum Replacement (KSR, ThermoFisher, Gibco 10828) in DMEM. For each timepoint, two replicates were produced, each containing cells from 4 independent chips that were pooled together then divided in aliquots containing 5000-80,000 cells. Samples were cryopreserved in DMEM supplemented with 40% KSR and 15% DMSO and stored in liquid nitrogen.

scRNA-seq libraries were generated using one or two samples for each replicate. Briefly, each cryopreserved aliquot was thawed at 37 °C until a tiny ice crystal remained in solution. Then each sample was diluted under gentle shaking by dropwise adding 10 volumes of DMEM supplemented with 40% KSR. Cells were washed twice using a washing buffer containing 8% MACS Running Buffer (Miltenyi, 130-091-221) in PBS. Cells were then resuspended in the washing buffer and filtered through a 40 µm cell strainer (Biosigma, 010198Z). Cell viability and concentration were checked by visual inspection using Trypan Blue (Logos Biosystems, L12002).

Single-cell RNA seq libraries were produced according to 10X Single Cell 3’ v2.0 standard protocol and sequenced on Novaseq 6000 (Illumina).

### Single-cell RNA-seq data pre-processing

scRNA-seq data pre-processing was performed using the cellranger software (v 2.2). Fastq files were generated using the Cellranger pipeline *mkfastq* using 10X standard Chromium barcode sequences. Alignment, filtering, barcode and UMI counting were performed using the Cellranger *count* pipeline. Human pre-built genome index has been applied (hg38 genome reference and GRCh38 annotation, including protein coding, linc and antisense RNAs). Each feature-barcode matrix from each independent sample was merged to build up the final dataset, containing 33,694 genes and 44,197 cells, then subjected to cells and genes filtering. Cells having less than 1000 detected genes and with the mitochondrial associated reads percentage greater than 10% were filtered out. Furthermore, in order to have a homogenous sampling for each reprogramming day, the cell dataset was randomly subsampled to 2500 cells per time point. The final dataset retained only those genes expressed in at least 5% of all the cells, leading to 12,932 total genes. Gene expression values were normalized to CPM (counts per million) and transformed to the log_2_ scale using a pseudocount of 1. Finally, cell-cycle scores and, consequently, phases were assigned to each cell by Seurat’s (v.3.1.5) CellCycleScoring function.

### Single-cell RNA-seq data visualization and clustering

To better visualize and characterize single cell data, high dimensionality was reduced. First, we computed the neighborhood graph using the function *compute_neighborhood_graph* from the Python (v 3.9.5) package wot (v 1.0.5)^10^, using 50 neighbors and choosing the first 100 PCA components and the first 20 diffusion map components. The resulting 120 components were used as input to initialize the Force-Directed Layout Embedding (FLE) algorithm, using forceatlas2 (v 1.0.3) with 1000 iterations and reducing the space to 2 dimensions (FLE1 - FLE2). The same components were also applied to perform an unsupervised graph-based algorithm (louvain) using the FindNeighbours and FindClusters (resolution = 0.6) functions in the Seurat (v.3.1.5)^67^ package. This step resulted in the identification of 12 clusters, annotated based on the enrichment of somatic and developmental signatures^2^ at the single-cell level (SR = somatic related; DR = developmental related; NA = not assigned) and ordered by their composition in terms of time-points.

### Single-cell RNA-seq differential gene expression and gene sets enrichment

Differentially expressed genes among clusters were identified using the FindAllMarkers function from Seurat (v.3.1.5), taking just LFC (log_2_ fold change) more than 0.25. For each gene, significance was assessed with the Wilcoxon rank-sum test *P* values, adjusted for multiple testing using the Benjamini–Hochberg correction to retrieve the false discovery rate (FDR). Only genes with FDR < 0.01 were considered. As expected, many gene markers were shared by clusters from the same group (SR or DR) because of the continuous nature of data. We therefore decided to select unique markers and to take duplicated markers once, preferring the cluster where the LFC was the highest.

To perform enrichment of gene signatures in clusters, we used pre-ranked Gene Set Enrichment Analysis (GSEA) from fgsea (v 1.14.0)^68^ R package. Pre-ranked lists for each cluster were generated by assigning to each gene its LFC relative to the average expression across all the other clusters. Common pathways were defined as belonging to several databases, i.e. Hallmark^69^, KEGG, Biocarta, Reactome and Gene Ontology Biological Process.

Enrichment scores (ES) of gene signatures at the single cell level were obtained by computing the z-score for each gene across the data sheet. After truncating these scores at 5 or −5, the enrichment score was defined by the average z-score over all genes in the gene set.

### Single-cell RNA-seq trajectory inference

To infer the reprogramming trajectory, two different approaches were used: wot (v 1.0.5)^10^ and Monocle3 (v 0.2.3.0)^38^. The former applies the Mass Optimal Transport theory to the gene expression space to infer, for each cell in a given sample, the most probable ascending and descending cells in the previous and following timepoints. First, birth-death rates were computed for each cell by applying a logistic function to the enrichment scores for Cell-cycle^70^ and Apoptosis (R-HSA-109581, hsa04210, HALLMARK_APOPTOSIS in Liberzon et al., 2015^69^). ß and δ logistic functions were optimized (center = −0.1 and center *=* 0.15, respectively). Second, transport maps were generated in batch for each pair of subsequent time-points using the functions *wot.ot.OTModel* (epsilon = 0.2) and *compute_all_transport_maps*. Finally, trajectories were inferred using *population_from_cell_sets* and *trajectories* functions starting from D15 cells that showed high enrichment (> 2) for the signatures Matrisome^36^ and Late pluripotency^2^. For each timepoint, cells having a trajectory probability greater than the mean were considered to belong to the trajectory.

Monocle 3, on the other hand, learns a trajectory graph looking at the gene expression changes required for each cell to move from a state to another during a dynamic biological process. In particular, UMAP coordinates in Monocle 3 were replaced with the FLE ones, in order to obtain an FLE-based Monocle trajectory. Furthermore, *cluster_cells* and *learn_graph* were performed by tuning the parameters *k* (30) and *ncenter* (96), respectively.

### Single-cell RNA-seq interaction analyses

Interaction analyses have been performed on a set of 82 ligand-receptor pairs obtained as follows.

A putative list of 3333 couples has been generated from the ligands identified in the secretome analysis with every possible receptor. Afterwards, receptors have been filtered out in case they were not defined as receptor on BioGrid or they did not belong to any of these GO terms: GO-CC:0009897, GO-CC:0098802 and GO:0004714. The resulting list of 1082 pairs was then filtered based on the expression of both ligand and receptor in at least one cell (491). Finally, we selected only those pairs that were experimentally validated^39^.

Interaction scores between trajectories throughout the time-course were evaluated as shown in Schiebinger et al., 2019^10^ (Approach 1). Top interactors were selected by ordering the results by standardized interaction score (sIS). Then, the highest ligand-receptor pair for each day was assessed. All the unique couples with a sIS comprised between the first and the last day-specific occurrence was taken.

HGF/MET cluster-to-cluster interaction scores were computed as the product between the average gene expression value of MET in a cluster and the value of HGF in another. Significance was assessed with empirical *p*-value, generating a null distribution of 1000 permutations on the association between cells and clusters.

Matrisome to late-pluripotency interaction was also evaluated using a different, independent approach (Approach 2) using scSeqComm^71^. First, each ligand and each receptor in a trajectory was scored based on the probability of observing expression values higher than the ones observable by chance from the expression levels of random genes in the same trajectory and time point. Second, ligand-receptor pairs scores were computed as the minimum (i.e. a fuzzy logical AND operator) between the ligand score and the receptor score. An empirical *p*-value was also computed doing the above procedure multiple times on a randomly permuted gene expression level matrix (i.e. permuting multiple times the gene expression levels of each cell independently) and then measuring the percentage of interaction sub-scores higher than the obtained one. The score and the corresponding *p*-value was computed as a function of both the absolute ligand and receptor expression levels (as explained above) and, similarly, for their log_2_ fold change in a specific trajectory/time point, with respect to their average expression across the entire data matrix.

### STAT3 targets expression

STAT3 targets were identified using a ChIP-seq dataset on HUS64 human embryonic stem cells^45^. In particular, STAT3 target genes were defined as genes with STAT3 significant peaks at ±3000 bp from the transcription start site. For each cell, the STAT3 pathway enrichment was computed from the scaled gene expression matrix as the average value for all the STAT3 targets. For each enrichment value, the corresponding *p*-value was calculated by performing a hypergeometric test and using a random gene list to obtain the null distribution.

### Bulk RNA-seq analysis of reprogramming data

To analyze the relationship between mouse feeders and human reprogramming cells at day 8, we re-analyzed bulk RNA-seq data from Cacchiarelli et al., 2015^2^. Fastqs have been trimmed using Trim Galore (https://github.com/FelixKrueger/TrimGalore) for quality and adapters removal. Then, reads have been mapped with TopHat (v. 2.1.0)^72^ and Bowtie2 (v. 2.3.2)^73^ with default parameters against a hybrid build of the human (hg38) and mouse (mm10) genomes. Reads aligned to the mouse reference were few (alignment rate <20%), but it was consistent with the purified nature of the samples, where mouse cells should just represent contamination. Finally, read quantification was performed with HTSeq (v. 0.9.1)^74^ on GENCODE human (GRCh38) and mouse (mm10) genome annotations, including protein coding, linc and antisense RNAs. The final count matrix was created by merging mouse and human genes by orthology and differential expression analysis was performed between human and mouse (feeders) samples using DESeq2^75^.

### Immunofluorescence staining

For immunofluorescence staining, cells were fixed in 4% paraformaldehyde for 10 min at room temperature, then permeabilized with 0.1% Triton X-100 for 10 min, blocked in blocking solution (DPBS with 10% horse serum and 0.1% Triton X-100 for intracellular targets) for 45 min, followed by overnight incubation with primary antibodies. The following antibodies were used for immunofluorescence: rabbit anti-NANOG (Cell Signaling, 4903)(1:200), mouse anti TRA1-60 (Millipore, MAB4360)(1:100), mouse anti-STAT3 (Cell Signaling, 9139)(1:300), goat anti- HGFR/c-MET (R&D, AF276)(1:200). Alexa488 or Alexa594 conjugated rabbit, mouse or goat secondary antibodies (1:200) were used (Life Technologies, A21202; A21207; A11058). The nuclei were stained with Hoechst 33342 (Life Technologies).

Images were acquired on a confocal TCS SP5 microscope (Leica) at 40x magnification and on a fluorescence microscope DM6B (Leica) at 5 and 10x magnification.

### Assessment of reprogramming efficiency

Reprogramming efficiency was quantified after immunostaining with TRA1-60 and NANOG markers. When the efficiency of reprogramming was too high to allow counting single colonies, it was quantified as relative TRA1-60^+^ and NANOG^+^ cell area divided by the total area occupied by the cells. Since TRA1-60 is a membrane/extracellular marker and NANOG is a nuclear marker, we considered TRA1-60 area positive only where it overlapped with NANOG positive nuclear area, for having the double positive cells as result.

### Microarray data analysis

Previously published microarray data^18^ were analyzed by the Quantitative Set Analysis for Gene Expression (QuSAGE v2.26.0)^76^ Bioconductor package within MSig DB – Hallmark gene set collection^69^. Results were plotted by MATLAB R2017a.

### Secondary reprogramming experiments

Secondary reprogramming experiments were performed as previously reported in Cacchiarelli et al., 2015^2^. Briefly, 10^5^ TERT-immortalized secondary fibroblasts (hiF-T) harbouring a doxycycline-inducible OSKM cassette were seeded with or without irradiated mouse embryonic fibroblast (MEF) in a 3:1 ratio. The day after seeding, cells were treated with doxycycline (Sigma Aldrich, D9891-1G) (2 µg/mL) to start the OSKM expression. In addition, LSD1 inhibitor RN-1 (MERK, 489479) was added at the final concentration of 10 nM to further increase the reprogramming efficiency. Both treatments were prolonged for 21 days. Colony counting and visualization in bright-field were performed by using a TRA-1-60 chromogenic staining^77^.

### Statistics and reproducibility

Sequencing data were analyzed and plots were produced in R^78^ (v 4.2.0). Data variability is presented as boxplots, where bars indicate the median, boxes indicate the 25^th^ and 75^th^ percentiles, whiskers represent median + /- the interquartile (25-75%) range multiplied by 1.5. The number of replicates and the tests used to assess statistical differences are reported within each figure caption. Experiments shown in Fig. 1C have been repeated 10 times independently with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

The scRNA-seq raw and processed data generated in this study have been deposited in the GEO database under accession code “GSE221739”. The proteomic data generated in this study have been deposited in the Massive database under accession code “MSV000090954 [10.25345/C5M32NG9C]”. Other databases enquired are: Protein Atlas, Gene Ontology, Reactome and MSig DB. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Cellular population dynamics shape the route to human pluripotency
**Source:** Nat Commun. 2023 May 17;14:2829. doi: 10.1038/s41467-023-37270-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Cellular population dynamics shape the route to human pluripotency**

**Panariello *et al.***

**Supplementary Figures 1 - 6**

Supplementary Figure 1

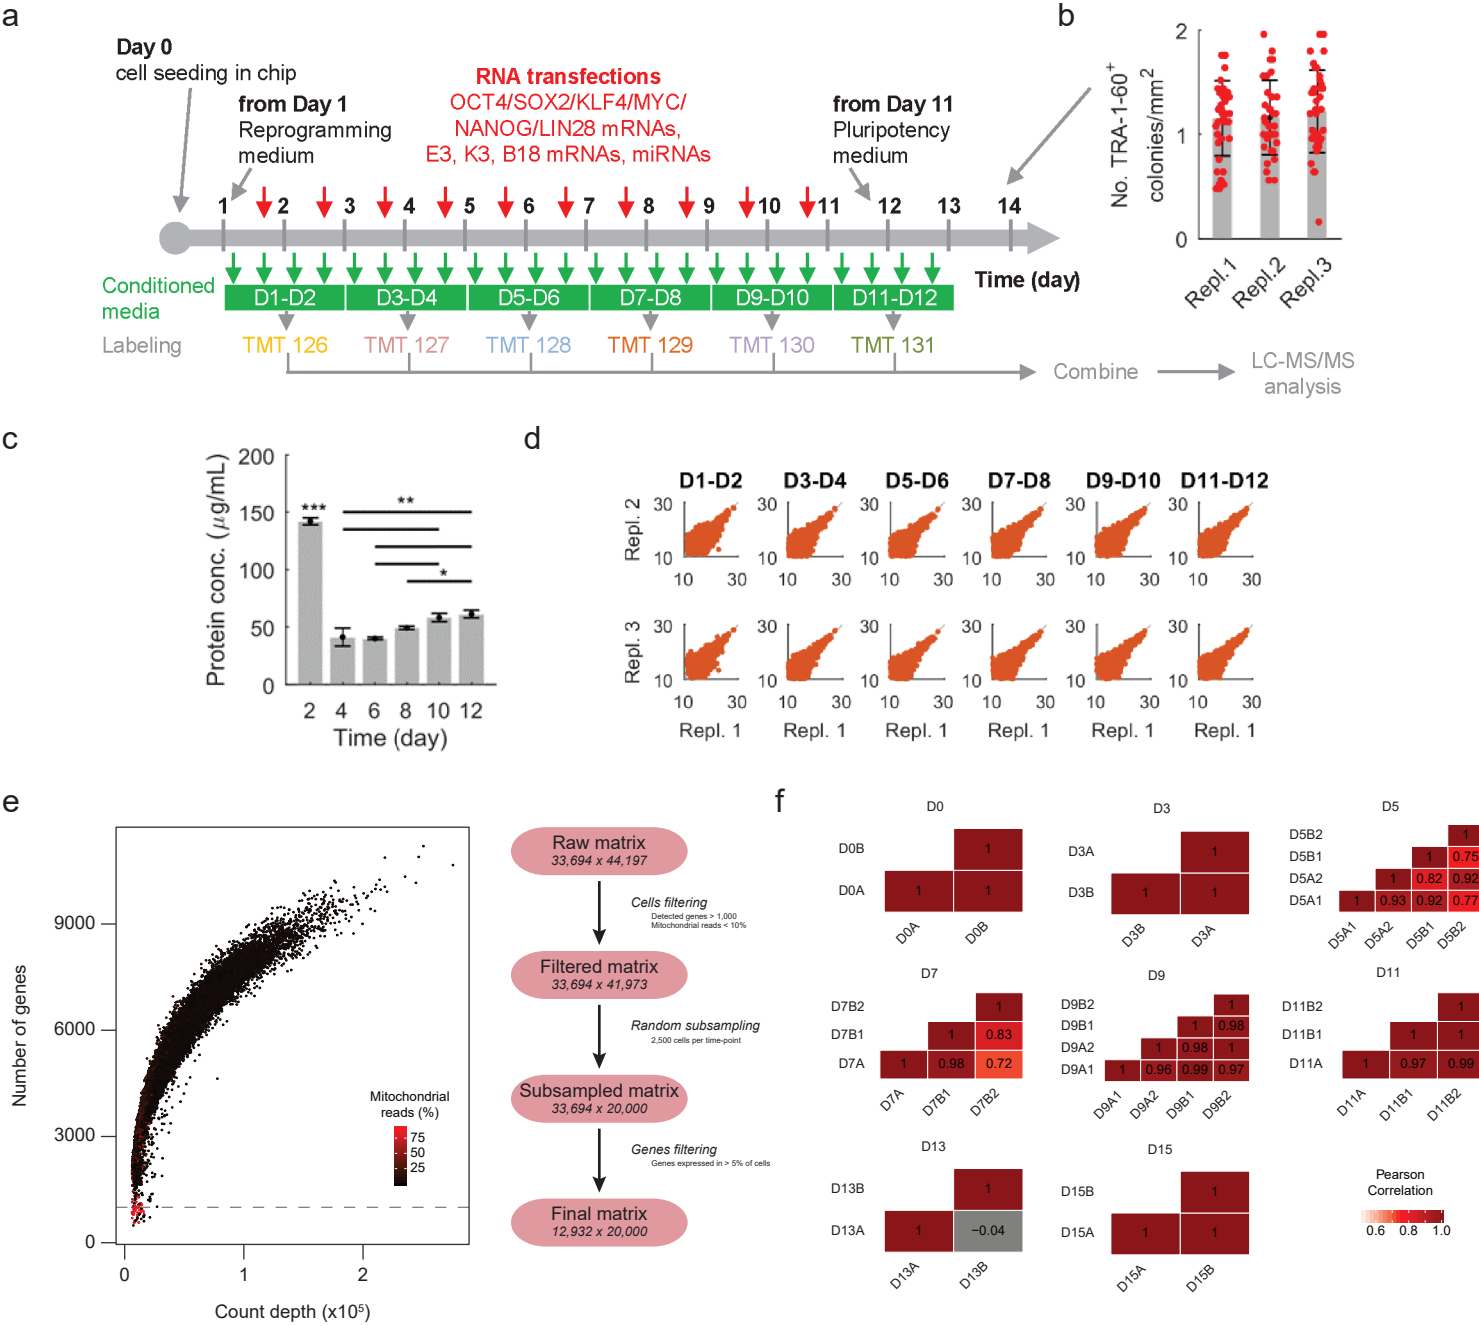

**Supplementary Figure 1. Data quality assessment ensures the robustness of the analyses.** A) Schematic representation of the experimental design for the proteomic study. B) Reprogramming efficiency within the same microfluidic channels used for proteomic analyses (n=40 for Repl.1, n=35 for Repl.2 and n=39 for Repl.3). Data are presented as mean values +/- SD. C) Results of protein quantification by BCA for samples analyzed by LC-MS/MS. Each value refers to samples obtained by pooling together medium collected from 40 microfluidic channels during 48-hour conditioning (4 time points of collection). Error bar is mean±standard deviation (n=3). Significant differences were evaluated by one-way ANOVA with Tukey's post-test (\*p<0.05, \*\*p<0.01, \*\*\*p<0.001). D) Visualization of proteomic data correlation between replicates. Each dot represents an identified protein. Log2 relative quantification is shown on the axes (a.u.). E-F) Quality checks of scRNA-seq data. E) Left: Scatter plot representing the number of reads (x axis) over the number of detected genes (y axis) for each cell. Color gradient shows the percentage of reads associated with mitochondrial genes. The dotted line has been put at 1,000 detected genes, used for filtering. Right: Schematic representation of cells/genes filtering from raw data to the final dataset. F) Heatmaps of Pearson correlation coefficient for each replicate, divided by each time-point. Correlation has been evaluated by comparing the distribution of each replicate in the clusters identified in Fig. 3B.

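With the 18 clusters made here, the correlation of the cluster shares between pools A and B was 1.00 on D0, −0.088 on D3, −0.016 on D5, 0.18 on D7, 0.64 on D9, −0.030 on D11, −0.085 on D13 and 0.99 on D15. Between the aliquots of 1 pool it was −0.14 in pool A of D5, 0.062 in pool B of D5, −0.094 in pool B of D7, −0.10 and −0.076 in pools A and B of D9 and −0.0077 in pool B of D11. At a resolution of 0.3 the correlation was 0.86 in pool B of D5 and 0.91 in pool B of D11, and those of the other 4 pairs of aliquots were negative under each clustering tried. Each correlation is over clusters, which are not independent replicates, and aliquots held as few as 107 clustered cells.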

Supplementary Figure 2

a

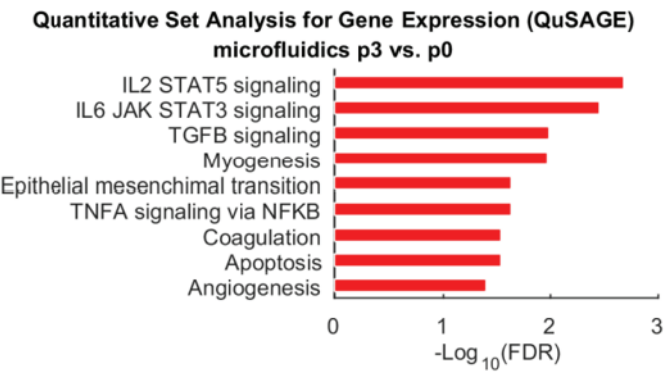

**Supplementary Figure 2. JAK-STAT pathway, downstream of IL6, is activated upon microfluidic-derived hiPSCs culture.** A) Analysis of microarray data in Luni et al., 2016<sup>18</sup> by Quantitative Set Analysis for Gene Expression (QuSAGE) within Hallmark gene set in Msig DB collection. Microarray analysis was performed on mRNA extracted from 4 single hiPSC colonies derived in microfluidics (p0) and then expanded for 3 passages in a conventional multi-well plate (p3). Differences show that JAK-STAT pathway is the most significantly different between the two culture systems, suggesting that microfluidic environment may affect this pathway.

Supplementary Figure 3

a

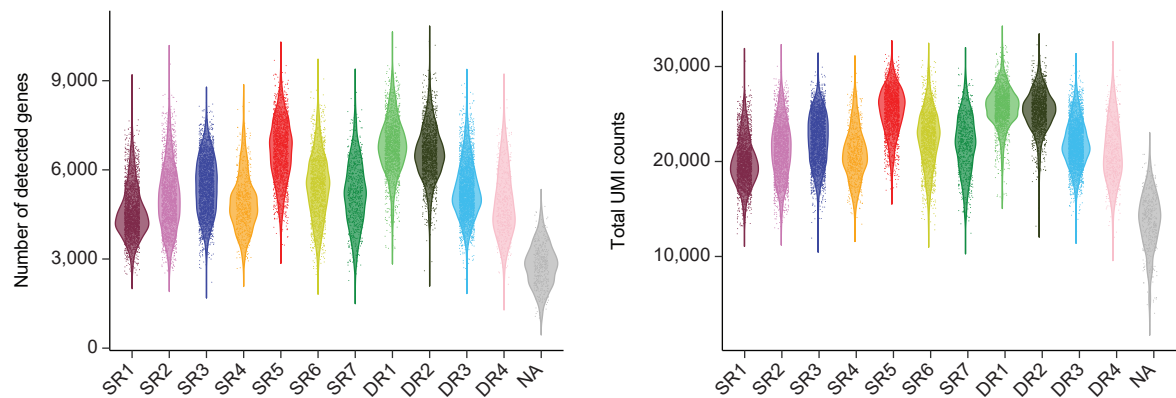

b

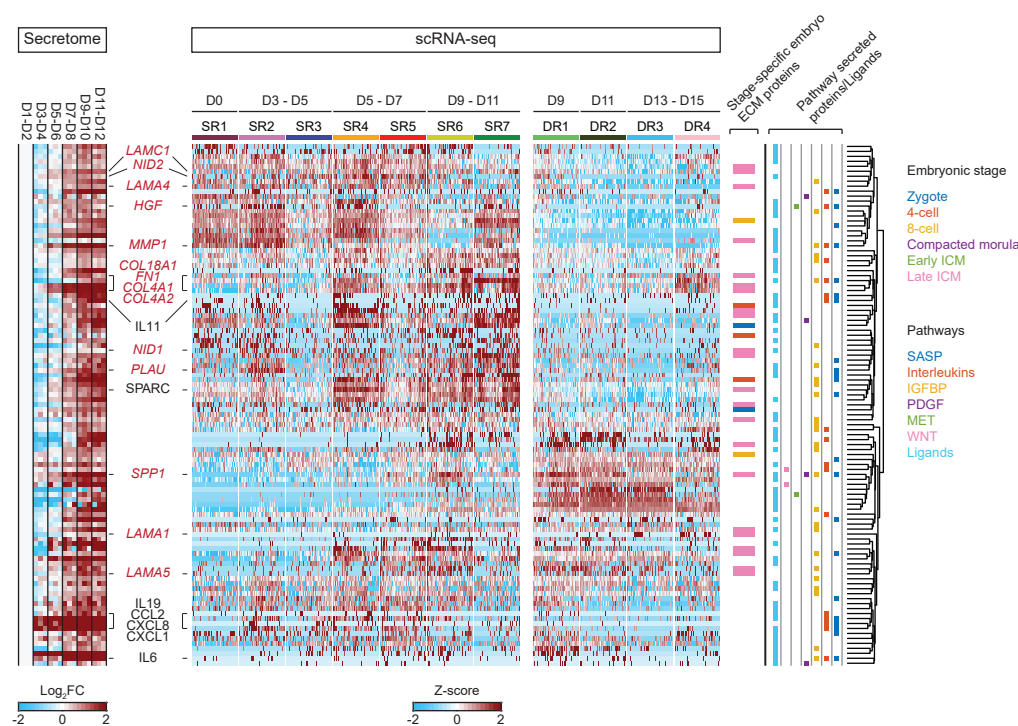

c

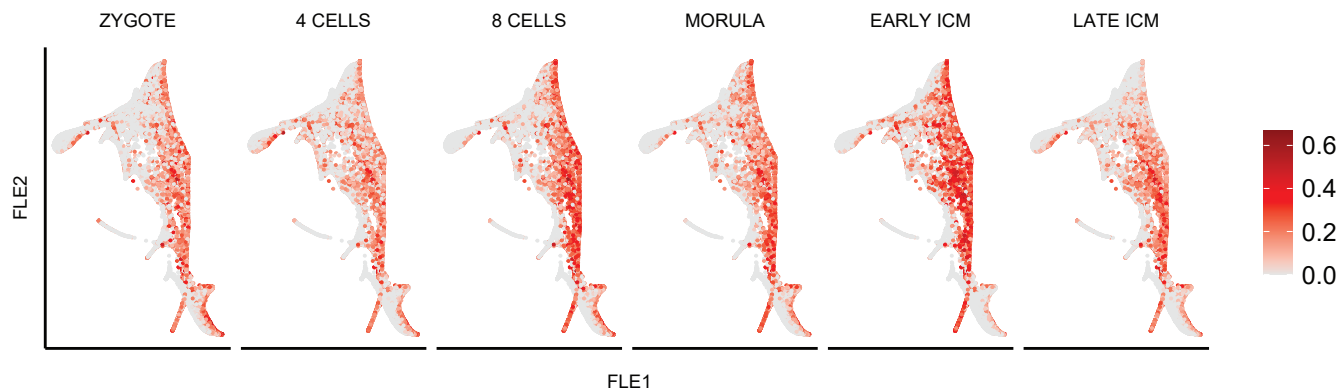

**Supplementary Figure 3. SR clusters contribute to the establishment of a permissive extracellular environment.** A) Violin plots of the distribution of UMI counts (left) and number of detected genes (right), colored by clusters. B) Heatmaps of highly dynamic proteins from the secretome analysis in Fig. 2B-C are reported. The colors display log<sub>2</sub> fold change protein concentration with respect to D1-D2 (Secretome - left) and Z-scored log<sub>2</sub> counts per million (scRNA-seq - right). Hierarchical clustering was performed on scRNA-seq data according to each separate cluster of cells. Proteins involved in primitive node formation are highlighted (red names). C) Embryo-related signatures<sup>29</sup> enrichment scores shown along the FLE map.

Supplementary Figure 4

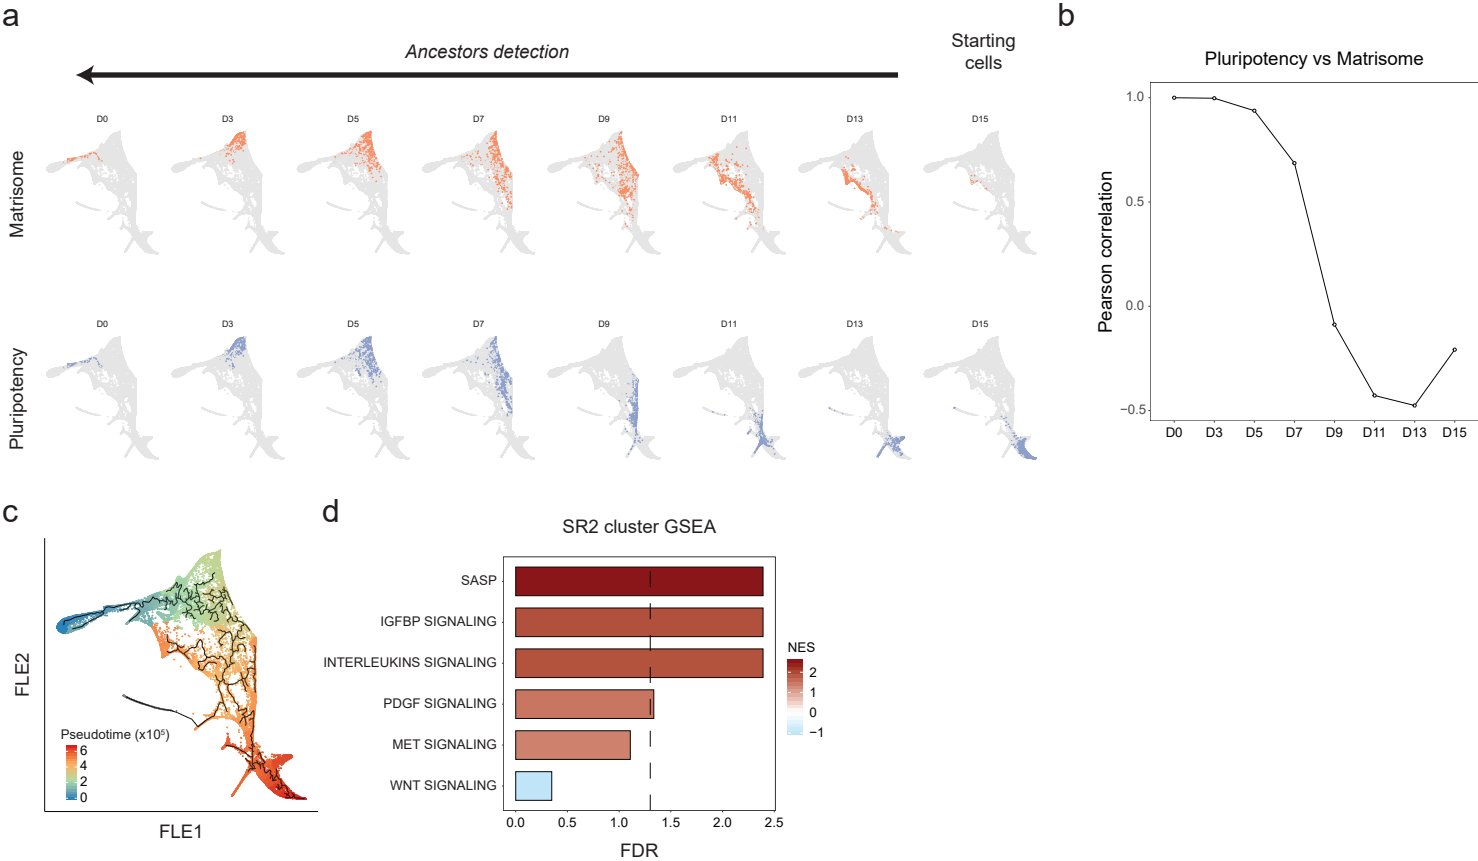

**Supplementary Figure 4. Early onset of a SASP-enriched population during reprogramming.** A) Workflow for the detection of trajectories starting from Matrisome and Pluripotency D15 enriched cells. Cells assigned to each trajectory are colored and divided by time-point, as described in Methods. B) Trend of pearson correlation coefficients evaluated between trajectories probability values for Matrisome and Pluripotency, assigned to each cell and divided by time-point. C) Monocle3 (black line) trajectory inferences are displayed on the FLE graph. Dots (cells) are colored according to Monocle3 pseudotime. D) GSEA has been performed on SR2 cluster using signaling-related genesets used in Fig. 1F. The results are shown as a barplot, displaying FDR (x axis) and NES (colors). NES, Normalized Enrichment Score. FDR, False Discovery Rate.

Supplementary Figure 5

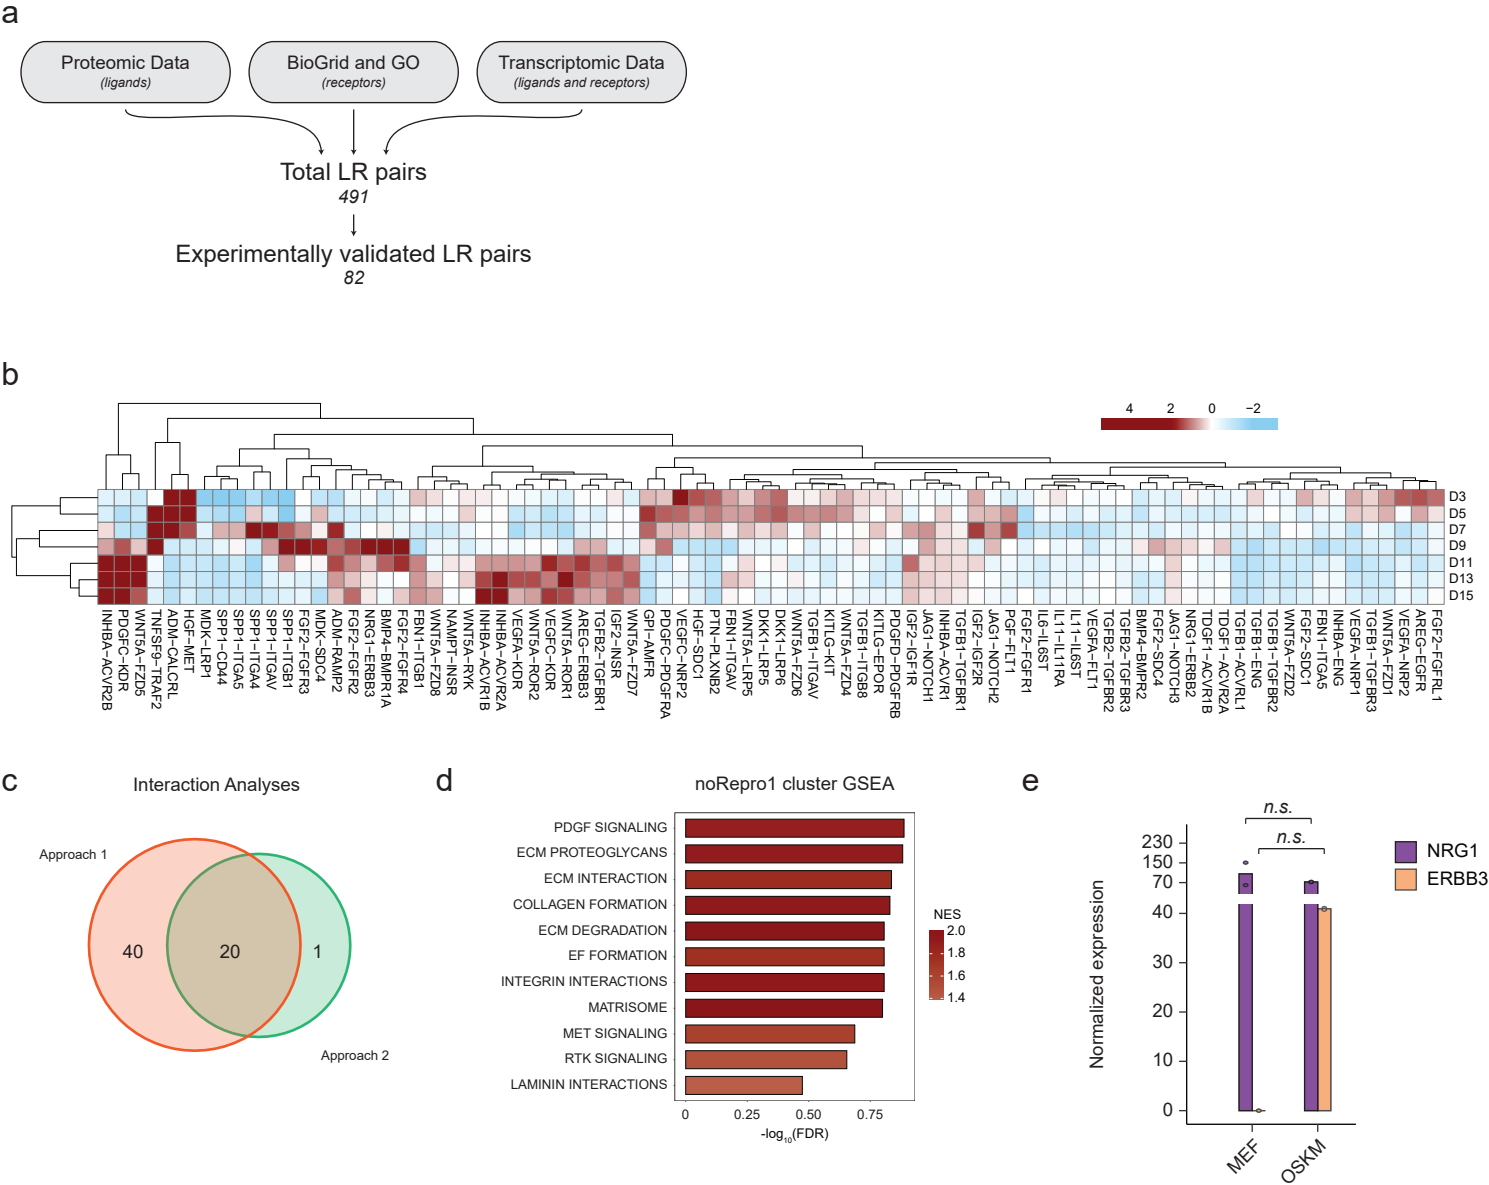

**Supplementary Figure 5. Interaction analyses confirm the crosstalk between SR and DR clusters.** A) Schematic representation of ligand-receptor pairs selection for interaction score analyses, as described in Methods. B) Heatmap of z-scored standardized interaction scores for all the ligand-receptor pairs analyzed. C) Venn diagram representing the intersection between the number of ligand-receptor pairs with at least one significant interaction score in the reported (orange - Approach 1) or alternative (green - Approach 2) approaches. D) GSEA has been performed on the noRepro1 cluster from Liu et al., 2020<sup>7</sup> using secretome-related genesets used in Fig. 3D right. The results are shown as a barplot, displaying FDR (x axis) and NES (colors). NES, Normalized Enrichment Score. FDR, False Discovery Rate. E) In Cacchiarelli et al., 2015<sup>2</sup>, NRG1 and ERBB3 are shown as mouse and human mean normalized expression at sampling day 8 (\*\* BH-adjusted p-value < 0.01).

Supplementary Figure 6

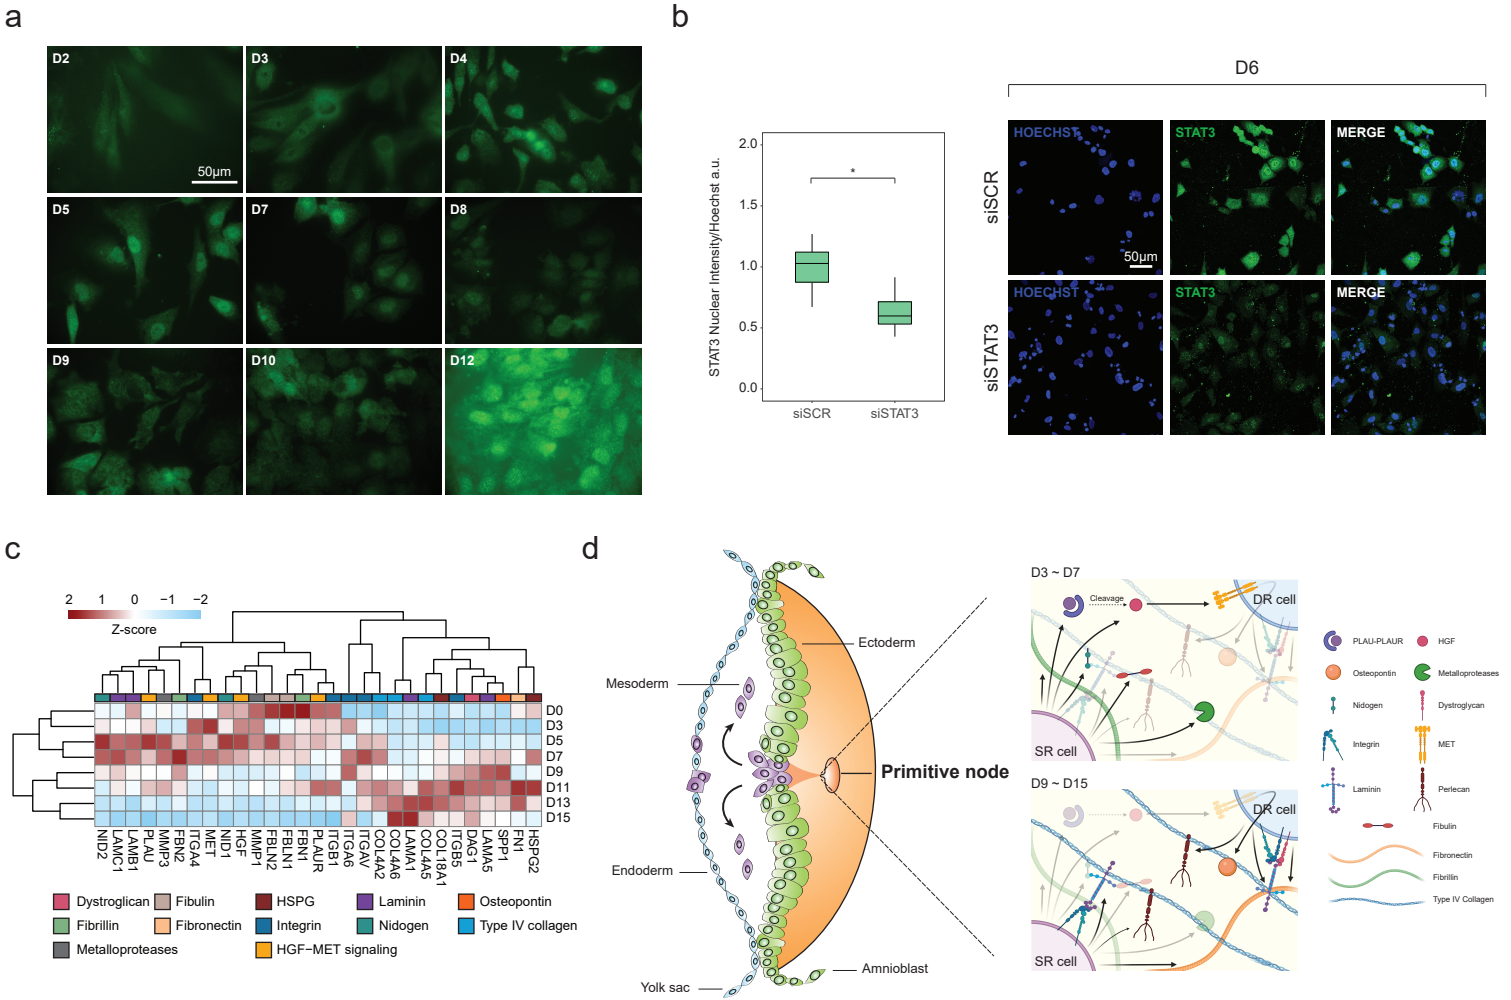

**Supplementary Figure 6. HGF/MET physiology during embryo development is recapitulated during reprogramming.** A) Time course of STAT3 activation during the microfluidic reprogramming process. Representative images showing a first wave around day 4 to day 7, and then a second wave at the end of the process, when it is active just in the hiPSC colonies. Scale bar, 50  $\mu\text{m}$ . Representative images from  $n=2$  independent experiments. B) Left, quantification of mean STAT3 nuclear intensity versus mean nuclei intensity, stained with Hoechst ( $n=25$  for scramble siRNA,  $n=37$  for siSTAT3); two-sided unpaired t-test was used to assess differences among the conditions (95% CI [-0.4526, -0.3031], \*  $P = 0.0487$ ). Right, representative images. Scale bar, 50  $\mu\text{m}$ . C) Heatmap of Z-scored log2 counts per million, averaged by day, of genes encoding for primitive node components. D) Schematic representation of primitive node formation (left - Adapted from Boccaccio and Comoglio, 2006<sup>1</sup>) and primitive node components (right - Created with BioRender.com). Snapshot of early and late events are reported according to the expression dynamics in (C). Black arrows show the contribution of SR and DR cells based on their average gene expression.

<sup>1</sup> Boccaccio, C., Comoglio, P. Invasive growth: a MET-driven genetic programme for cancer and stem cells. Nat Rev Cancer 6, 637–645 (2006). <https://doi.org/10.1038/nrc1912>

# Supplementary material for: Cellular population dynamics shape the route to human pluripotency
**Source:** Nat Commun. 2023 May 17;14:2829. doi: 10.1038/s41467-023-37270-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Title:** Supplementary Data 1.

**Description:** Secreted proteins.

**Title:** Supplementary Data 2.

**Description:** Results of Reactome enrichment analysis on secreted proteins. Over-representation analysis test was performed. Benjamini-Hochberg adjusted p-values are reported.

**Title:** Supplementary Data 3.

**Description:** Data from Figure 2B.

**Title:** Supplementary Data 4.

**Description:** Data from Figure 2C.

**Title:** Supplementary Data 5.

**Description:** Genesets used to perform GSEA in Figure 3D.

**Title:** Supplementary Data 6.

**Description:** Positive and significant results of GSEA on SR2 cluster for Common pathways. GSEA statistical test based on 1000 permutations was used. Benjamini-Hochberg adjusted p-values are reported.

**Title:** Supplementary Data 7.

**Description:** Uniquely assigned marker genes divided by cluster.

**Title:** Supplementary Data 8.

**Description:** Results from Interaction Score Analysis. Empirical p-value was evaluated by testing 10000 permutations.

**Title:** Supplementary Data 9.

**Description:** Data from Figure 5B and Supplementary Figure 5B.

**Title:** Supplementary Data 10.

**Description:** Data from Approach 2 in Supplementary Figure 5C. Empirical p-value was evaluated by multiple permutations.

# Supplementary material for: Cellular population dynamics shape the route to human pluripotency
**Source:** Nat Commun. 2023 May 17;14:2829. doi: 10.1038/s41467-023-37270-w
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

scRNA-seq data was collected using the cellranger software (v 2.2). Fastq files were generated using the Cellranger pipeline mkfastq using 10X standard Chromium barcode sequences.

Data analysis

MS peak list files were searched by MaxQuant (v. 1.6.3.4). Principal component analysis and hierarchical clustering with heat map visualization of proteomic data was performed in MATLAB R2017a (The Mathworks). Functional enrichment analysis was performed using ReactomePA (v1.36.0) package. Reactome hierarchy was visualized using ClueGO (v2.5.6) within Cytoscape (3.8.0). Microarray data were analyzed via QuSAGE (2.26.0) package. Sequencing data was preprocessed using cellranger (v 2.2). Dimensionality reduction and trajectory inference was performed using Python (v 3.9.5) packages. Other analyses and plotting were performed in R (v 4.2.0). All the quantification reported have been performed with ImageJ software (v 2.1.0/1.53c). All statistical analyses were performed with GraphPad prism (v 7.0a). We expressed data as mean  $\pm$  s.e.m or mean  $\pm$  s.d of multiple biological replicates (as indicated in the figure legends).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that Source Data, Supplementary Datasets and Supplementary Figures are provided with this paper or from the authors upon reasonable request. The scRNA-seq raw and processed data generated in this study have been deposited in the GEO database under accession code GSE221739 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221739>]. The proteomic data generated in this study have been deposited in the Massive database under accession code MSV000090954 [<https://doi.org/10.25345/C5M32NG9C>]. Other databases enquired are: Protein Atlas (<http://www.proteinatlas.org>), Gene Ontology (<http://geneontology.org/>), Reactome (<https://reactome.org/>), MSig DB (<https://www.gsea-msigdb.org/>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For each data shown, we performed n independent biological experiments, where n was always greater than 3. The exact n for each data also is specified in figure legends. n was chosen to be at least equal respect to typical values in the state-of-the-art.

Data exclusions

No data were excluded

Replication

All attempt at replication were successfull. Reprogramming experiments were performed independently multiple times in the timespan of multiple months.

Randomization

no relevant

Blinding

Quantifications of the imaging were blinded, therefore conducted by operators that did not know the experimental group of the images. For collection of the images no blinding was performed to avoid the exchange among experimental conditions.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-NANOG (Cell Signaling, 4903), mouse anti TRA1-60 (Millipore, MAB4360), mouse anti-STAT3 (Cell Signaling, 9139), goat anti- HGFR/c-MET (R&D, AF276). Alexa488 or Alexa594 conjugated rabbit, mouse or goat secondary antibodies (1:200) were used (Life Technologies, A21202; A21207; A11058). The nuclei were stained with Hoechst 33342 (Life Technologies). |
| Validation      | The antibodies used are commercial antibodies, already validated in other articles. We performed positive and negative controls, and following supplier information.                                                                                                                                                                                                      |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                          |
|----------------------------------------------------------------------|--------------------------------------------------------------------------|
| Cell line source(s)                                                  | BJ cells (Miltenyi Biotec, 130-096-726), human newborn skin fibroblasts  |
| Authentication                                                       | The authentication of all the cell lines was provided from the supplier. |
| Mycoplasma contamination                                             | Cells were periodically tested for mycoplasma contamination.             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Does not apply.                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

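The deposited single-cell RNA-sequencing files of the reprogramming time course in microfluidics were used. They hold, for each of 22 libraries from 8 days, the number of UMIs that the authors counted with cellranger 2.2 for each of 33694 genes and each cell barcode, on hg38 with its GRCh38 annotation. The values are raw counts: they are whole numbers, no normalization has been applied, aliquots of a pool are separate, and the authors' filters on cells and genes are not applied in them. Gene coordinates were taken from the gencode v44 annotation of GRCh38 by Ensembl identifier.

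Libraries that are aliquots of 1 pool were added together, which gave 16 pools, 2 per day. Cells with at least 1000 genes and at most 10% mitochondrial UMIs were kept, and genes detected in at least 5% of these cells were tested. Between 33181614 and 180056814 UMIs were summed per pool. Differential expression was computed with edgeR 4.0.16 (quasi-likelihood test, TMM, all 16 pools in 1 fit, Benjamini-Hochberg adjustment) in R 4.3.3, and gene sets were tested with camera and fry of limma 3.58.1 at a threshold of 0.05. DESeq2 1.42.0 was the alternative. Tested on simulated counts made from the pool sums, the comparison of D5 with D3 called 152 of 200 changed genes, namely 8, 46, 49 and 49 of 50 genes at 2-, 4-, 8- and 16-fold, with 1 false call among 12944 genes, so a 2-fold change is often missed with 2 pools per day. The comparison of classes called 158 of 200, with 2 false calls. The folds of this simulation were widened after its first result.

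For the shares of cells with a UMI, each cell was thinned to 5000 UMIs, and the fibroblasts of D0 gave the background. The spread between cells was measured on 200 cells per pool and compared by an exact permutation test. In simulated pools of 200 cells and 3000 genes it was 0.476 for 1 profile and 0.507 for a mix of 3. Clusters were made with scanpy 1.11.5 and igraph 0.11.9 in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) from 2500 cells per day, on log2(CPM + 1) with a pseudocount of 1, 100 principal components, 30 neighbours and Louvain clustering at a resolution of 0.6. The paper also used diffusion components in its graph, which were not used here, and the authors' cluster labels were not used either, so the clusters are not the paper's clusters. Figures were drawn with matplotlib 3.10.9. Cell cycle phases were scored with the published S and G2M gene lists. The transport between adjacent days used an entropy of 0.05 of the median squared distance and no growth rates.

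The comparisons, their tests, the markers of the 3 classes, the alternatives and the genes to be named were set before the data were examined. Genes are named if the paper names them at a sentence with data, or if they are among the 2 largest rises and the 2 largest falls between adjacent days, past the threshold, at 50 CPM or more on the higher day in both pools and moving the same way in each pool, without mitochondrial and ribosomal protein genes. For the comparison of classes the same rule was used with 5 genes each way. The following were chosen after the data were seen: the rule that names a cluster (at least 50% and at least 3 of a class's markers high at 5 CPM or more, no name if the 10 leading genes hold more markers of another class or if the depth is below a fixed share of that of the own pools), the restriction of the class comparison to the 706 genes kept out of the clustering, the naming of each cell from its own markers, the total variation difference with its 100 random draws, the level of NME2 as a covariate, the removal of the 1125 cells (2.68%) with the highest doublet scores, the 5 expression scales tried for the interaction score, the use of all 6 pairs of aliquots in the test of overlapping genes, the examination of AES, NME2 and CSH1, the comparison of IL6R within pools, and the choice of DPPA3 and ALPPL2 on D9 as leading results among the shares. Scrublet's automatic threshold called 127 cells (0.303%) doublets, too few to be of use, which is why the highest scores were removed instead.

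Alternatives were DESeq2, DESeq2's size factors in edgeR, no filter on genes, the pool letter as a block, only the 4 pools of the days compared, 2500 cells per day, sums thinned to the smallest total, an adjusted p below 0.05 with no limit on the fold, each pool left out in turn, other thinning and cell filters, other clusterings, other limits for the classes, entropies of 0.02 and 0.1, 50 principal components and joined pools for the transport, and other scales for the interaction score. The mass spectrometry data, the other reprogramming systems and the functional assays were not analysed here. The paper's test of single cells between clusters was not repeated, because cells of 1 pool are not independent. No gene set test was run for SASP, since only the genes marked in the supplement were in hand.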

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

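The tests on AES and NME2, and the choice to examine CSH1, were made only after the counts were seen, and the comparison of SPP1 across pools was planned.

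SPP1 was lower in somatic-like than in developmental-like cells in 5 of the 6 pools with both classes, and in pool A of D15 the log2 ratio was 1.176, higher than in any other pool and far from them (gap over range 0.698). Of 9 genes examined in this way, SPP1 alone stood out, and chance gives such a pool in about 1 of 20 groups. Only 21 somatic-like cells were captured in this pool. No technical or biological explanation was tested for it.

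AES is not discussed in the paper. It stood at a mean of 10290 CPM on D3 to D9, against 142 and 160 CPM in the pools of D0, at 357 and 363 CPM on D11 and between 68.2 and 132 CPM on D13 and D15, so the high counts cover the days of transfection and end after them. Expression by a single class of cells is excluded by the lowest level of any of the 11 groups of class and pool on D3 to D9, 4352 CPM, against at most 163 CPM in a class on D0. RNA of the transfected constructs counted on AES remains a candidate explanation: within the 6 pools of D3 to D7 the counts of AES followed those of the factor LIN28A over cells with a median rank correlation of 0.692 (from 0.54 to 0.88), at most 1 of 200 random genes had as high a correlation with LIN28A, and from D11 on the correlation lay between −0.083 and 0.0034. On D9 it was 0.099 and 0.135. A response of the AES gene itself to the transfections, which the design would allow, was not tested. In the construct sequences, which were not used here, a stretch shared with AES could be looked for.

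CSH1 (ENSG00000136488, chromosome 17 of GRCh38 from 63894909 to 63896661), which the paper does not discuss, stood at 161.3 CPM on D11, with 162 CPM in pool A and 161 CPM in pool B. It was at 0.0068 CPM on D0, 1.95 CPM on D7, 43.1 CPM on D9, 50.0 CPM on D13 and 9.54 CPM on D15. Its neighbours CSH2 and GH2 stood at 43.5 and 13.9 CPM on D11. Reads shared between these near-identical genes were not separated, so the sum over the family is firmer than the level of one member. No explanation was tested, and a change with the day of reprogramming stays open.

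NME2 (ENSG00000243678, chromosome 17 of GRCh38 from 51165435 to 51171744), not discussed in the paper either, stood at 426.4 CPM in the first library of pool A of D9 and at 6.32 CPM in the second, although both are aliquots of 1 pool. The largest log2 ratio between 2 aliquots of 1 pool was 6.077, and a technical difference between libraries is a candidate explanation for it. A difference between the captured cells stays open. The cluster shares of these aliquots of pool A of D9 had a correlation of −0.10, and NME2 was not compared between aliquots within a class. The ratio was small in pool A of D5 (106 and 110 CPM), where 532 genes still stood over 2-fold apart, more than in any other pair of aliquots, so NME2 does not measure all of the difference between libraries. Reads shared between overlapping genes cannot be told apart from other causes: genes over 2-fold apart overlapped another gene on their strand more often than other genes in 3 of the 6 pairs of aliquots (Fisher's exact test, p = 0.0026 in pool B of D7, p = 0.0054 in pool A of D9 and p = 2.1e-11 in pool B of D11) and not in the other 3 (Fisher's exact test, p = 0.25, p = 0.65 and p = 1). In pool B of D11, 53.4% of the 73 genes apart overlapped another, against 18.2% of the other genes.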

How the results depend on the processing

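Settings chosen only after the data were seen are the level of NME2 as a covariate, the removal of cells with the highest doublet scores, the naming of each cell from its own markers and the total variation difference.

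Of the 349 values of 31 named results by day, 327 kept their direction and their side of the threshold, 9 lost their call, 9 gained one and 4 changed direction. The 4 are SNAI2 from D0 to D5 with the NME2 covariate (0.45), NANOG from D9 to D13 without a filter on genes (−0.050), SNAI2 from D9 to D13, which with each pool left out ranged from −1.07 to 0.45 (the latter without pool B of D13), and LEFTY2 from D0 to D5, which ranged from −0.13 (without pool A of D5) to 2.53. None of the 4 is called in the fit reported. Leaving out a pool of a day with 2 pools leaves 1 pool, which is assumed to vary like those of the other days. Of the 91 values of 7 named genes between the classes, 87 were unchanged in this sense, 3 gained a call and MET changed direction when each cell was named from its own markers (−0.15). The cause was not tested.

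The number of genes called between adjacent days depended on the pools in the fit and on the test. In the order from D0 to D15, DESeq2 called 4372, 931, 625, 1703, 1251, 495 and 658 genes, an adjusted p below 0.05 gave 5139, 953, 566, 1833, 1259, 335 and 489, no filter on genes 4081, 710, 414, 1698, 1329, 250 and 263, and the NME2 covariate 5076, 1356, 607, 1882, 1465, 404 and 551. With only the 4 pools of the days compared, which leaves 2 residual degrees of freedom, edgeR called 0, 34, 169, 814, 1224, 0 and 0. Sums thinned to the smallest total gave 2889, 370, 196, 795, 443, 7 and 23, the pool letter as a block 3575, 494, 255, 1012, 622, 15 and 4, 2500 cells per day 2933, 391, 226, 881, 449, 17 and 4, and the removal of cells with high doublet scores 3242, 481, 256, 941, 548, 16 and 5. With each pool of the days compared left out, the counts ranged from 1400 to 3006, 244 to 345, 28 to 240, 319 to 719, 79 to 213, 0 to 117 and 0 to 376. The first interval had the most genes under every setting except the fit of 4 pools. DESeq2 also changed the split, with 720 up and 211 down from D3 to D5, against 435 and 45, 475 and 150 from D5 to D7, 253 and 242 from D11 to D13 and 179 and 479 from D13 to D15. With DESeq2's size factors in edgeR the splits stayed within 10 percentage points (431 and 45 from D3 to D5), so the scaling alone does not move them. With an adjusted p below 0.05 the split was 764 and 189 from D3 to D5, 175 and 160 from D11 to D13 and 112 and 377 from D13 to D15. It was 559 and 151 from D3 to D5 and 134 and 116 from D11 to D13 without a filter, and with the NME2 covariate 948 and 408 from D3 to D5, 455 and 152 from D5 to D7 and 200 and 351 from D13 to D15. The causes were not tested. The fit of 4 pools and the leave-outs hold fewer samples, which alone does not account for all of their counts. From D9 to D11 the fit of 4 pools called 1224 genes, against 555 in the fit reported, while it called fewer in each other interval.

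The shares of cells with a UMI rose with depth. Of 160 values of 32 shares, 149 moved by more than the spread between the pools. On D9, DPPA3 was found in 20.0% of cells without thinning, 5.28% at 10000 UMIs per cell, 19.3% with every barcode kept, 20.1% with at least 2000 genes per cell and 19.9% without the highest doublet scores, and ALPPL2 in 18.3%, 3.87%, 18.6%, 18.3% and 18.2%. The settings other than the 10000 UMIs were not thinned. Depth therefore limits the comparison of days for genes with few UMIs per cell.

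The difference in spread between D0 and the later pools was −0.0080 over all genes detected in at least 5% of cells. Without either pool of D0 the smallest p that the splits allow is 0.067, so these settings cannot pass the threshold, and over all leave-outs the difference ranged from −0.116 to −0.108. The median change of the transcripts of Fig. 1e from D3 to D5 kept its sign and its call throughout. From D5 to D7 the median ranged from −0.099 to 0.11 with a pool left out, and from D7 to D9 from −0.19 to 0.018. These intervals are called under no setting.

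The class shares moved with the clustering, in 42 of 96 values. With 30 principal components the developmental-like share was 16.8% on D3, 9.38% on D5, 18.0% on D7, 67.7% on D9 and 66.9% on D13, and the somatic-like share 82.0% on D3, 73.1% on D5 and 12.7% on D13. With all genes in the clustering the developmental-like share was 0.205% on D3, 0.448% on D5, 13.0% on D7, 70.4% on D9 and 63.3% on D13, and the somatic-like share 98.6% on D3, 25.5% on D9 and 13.7% on D13. A resolution of 0.3 gave 39.7% developmental-like on D9 and 62.0% on D13, and 56.6%, 62.0% and 9.68% somatic-like on D3, D5 and D9. A resolution of 1.2 gave 68.3% and 66.5% developmental-like on D9 and D13, and 82.6%, 22.5% and 6.70% somatic-like on D3, D13 and D15. Without the highest doublet scores the developmental-like share was 67.6% on D9 and 62.9% on D13, and the somatic-like share 64.1%, 67.4% and 14.2% on D3, D5 and D13. With each cell named from its own markers, developmental-like cells made up 1.79% on D3, 6.22% on D5, 16.6% on D7, 62.4% on D9 and 91.6% on D15, and somatic-like cells 100% on D0, 98.2% on D3, 93.8% on D5, 37.6% on D9, 24.3% on D13 and 8.40% on D15. The causes were not tested.

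Between the classes, 241 to 387 genes were called with a pool left out (241 without pool B of D11), 335 without the block, 481 with DESeq2, 345 without a filter, 426 with all genes in the clustering, 544 with each cell named from its own markers, 387 with at least 50 cells and 354 from D9 on. The secreted proteins called higher in developmental-like cells numbered 49 without the block and 37 (without pool B of D11) to 70 with a pool left out. The fit without a filter on genes shifted the median of all genes by −0.25, against −0.033, because of the genes of low counts. Correlations of the ancestor distributions were −0.36, −0.53 and −0.54 on D0, D3 and D5 with both pools joined. They were −0.50, −0.50, −0.49 and −0.45 on D3 to D9 at an entropy of 0.02, and −0.64, −0.76, −0.77, −0.77, −0.73 and −0.62 on D0 to D11 at 0.1, and were negative under each setting. The early minus late interaction score of HGF and MET was 741 with the mean CPM, which is on another scale, and that of NRG1 and ERBB3 −222. With the cells of the classes these were 1.74 and −1.48, but before D9 only pool B of D7 had enough cells of both classes, so pool B of D7 alone stands for the early days. The lowest rank correlation with the paper's scores was 0.817 with the cells of the classes and 0.799 with the mean CPM. Removing the doublets that Scrublet calls was not run, since its automatic call marked 0.303% of cells.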

Differences from the paper's values

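All tests behind the values of this part were chosen before the data were examined, except the rule that names a cluster, the restriction of the class comparison to genes kept out of the clustering, the NME2 covariate, the removal of cells with high doublet scores and the naming of each cell from its own markers, which were chosen after.

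The numbers of genes up and down between adjacent days differ from those of Fig. 1d, for which the paper names no test and which were taken here from sums of pools. From D0 to D3 the paper's values are 2964 up and 2809 down, against 1681 and 1571 here. For the genes up, the paper's value lies within 1.5-fold of an adjusted p below 0.05 (2486), of no filter on genes (2370) and of DESeq2 (2168), and of the NME2 covariate, chosen after the values were seen (2362). For the genes down it lies within that range of an adjusted p below 0.05 (2653) and of DESeq2 (2204), and of the NME2 covariate, chosen after the values were seen (2714), and the other settings stay apart. From D3 to D5 the paper has 2876 up and 1244 down, against 435 and 45 here. From D5 to D7 the paper's values are 1548 and 1087, against 226 and 29, from D7 to D9 2468 and 2228, against 607 and 350, and from D9 to D11 2354 and 1764, against 395 and 160. From D11 to D13 the paper has 1171 and 2819, against 7 and 11, and from D13 to D15 1234 and 1947, against 0 and 8 from edgeR, where 2980 genes had an unadjusted p below 0.05 and DESeq2 called 658. None of the alternatives brings these 12 counts within range.

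The paper has 4 developmental clusters, counting the mesendoderm cluster, and 7 were found here. A resolution of 0.3 gives 4, and 30 principal components and all genes in the clustering give 6, within range, as does the removal of cells with high doublet scores (6), chosen after the values were seen, while a resolution of 1.2 gives 8.

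Correlations of cluster shares (Supplementary Fig. 1F) differ on D3, where the paper has about 1, read by eye, against −0.088 here between the pools. Between aliquots the paper's figure has about 0.93 in pool A of D5, against −0.14 here, about 0.75 in pool B of D5, against 0.062, about 0.83 in pool B of D7, against −0.094, about 0.96 and about 0.98 in pools A and B of D9, against −0.10 and −0.076, and about 1 in pool B of D11, against −0.0077, all read by eye from Supplementary Fig. 1F. For pool B of D5 the paper's value is reached and passed at a resolution of 0.3 (0.86), with all genes in the clustering (0.81) and without the highest doublet scores, chosen after the values were seen (0.82). For pool B of D11 a resolution of 0.3 comes near it (0.91). The others stay below 0 under each clustering.

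Correlations of the ancestor distributions (Supplementary Fig. 4B) differ on D0, where the paper's figure has about 1.0 and −0.48 was found here, on D3 (about 1.0 against −0.62), on D5 (about 0.94 against −0.62), on D7 (about 0.69 against −0.62) and on D9 (about −0.1 against −0.59), the paper's values read by eye from Supplementary Fig. 4B. None of the transport settings closes these gaps.

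Some genes, rankings and directions differ as well. The paper places the smallest transcriptional change at D7 and a further wave from D11 to D13, and here 255 genes were called from D5 to D7, 18 from D11 to D13 and 8 from D13 to D15. These were 625, 495 and 658 with DESeq2, 566, 335 and 489 at an adjusted p below 0.05, 196, 7 and 23 with thinned sums and, chosen after the values were seen, 607, 404 and 551 with the NME2 covariate, so the interval with the fewest depends on the setting. By the median size of the log2 fold change (0.236) and the number at an unadjusted p below 0.05 (2094), D5 to D7 was the lowest interval here, as in the paper. The paper puts LEFTY2 before POU5F1 and NANOG, and here LEFTY2 was at 0.514 CPM on D7, with a UMI in 0.187% of cells, and POU5F1 and NANOG in 8.15% and 3.95%. RNA of POU5F1 and NANOG was still being transfected on D7 and is not separated from that of the genes. These counts therefore cannot date the onset of the genes themselves. The paper has NRG1 at later stages where it times the added factors, and in developmental clusters until D9 where it describes the pair with ERBB3, and here NRG1 was higher on D3 to D7 (log2 difference 0.83). Within pools it was higher in somatic-like than in developmental-like cells in 5 of 6 (1.06, adjusted p = 0.061), not called, and called with each cell named from its own markers, chosen after the values were seen (0.91). The paper has IL6 higher in early phases, and here the difference was −0.67 (standard error 0.40, adjusted p = 0.17), not called, and called only without pool A of D3 (−1.27). MET is higher in developmental clusters in the paper, which also found the most c-MET protein in smaller cells at day 6. Here MET was higher in somatic-like cells (0.76), a call under DESeq2 (0.74) and without pool A of D13 (0.90). It was −0.15 with each cell named from its own markers, chosen after the values were seen. The 0.76 comes from pools of D9 or later and from pool B of D7, which held 62 developmental-like cells. It therefore hardly covers the early days at which the paper places the pair of HGF and MET. For the pair of NRG1 and ERBB3 the paper's score peaks on D9, and here the mean was highest on D15 (6.05, SD 4.44) and 4.86 on D9. The mean of D15 rests on pool A, since the score of pool B was lower on D15 than on D9. The paper calls the SASP genes among the markers of 1 cluster specific of it. Here, of 34 SASP genes, which are part of the list and were not limited to markers, 9 were highest in the chosen cluster in the cells of the B pools, where IL1B, CXCL8, HGF and PLAUR were higher in another, while over all cells CXCL8, IL1B and CXCL1 were its leading genes. The paper does not detect IL6R, and here a UMI was found in 6.30% of developmental-like cells, with 0.558% of them at 5000 UMIs against 0.56% in the fibroblasts of D0. Of its late somatic clusters the paper has almost all cells from day 11, and here 71.9% and 54.2% of the cells of the nearest clusters came from then.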

Other observations

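Of the tests in this part, that on the relation of NME2 to the difference between the D13 pools, that on the construction of the ancestor correlation, that on the order of the 2 intervals with the fewest genes and the comparison of IL6R within pools were chosen only after the result was seen, as was the total variation difference.

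The pools of D13 differ in their cells, with 10.5% and 0.376% somatic-like cells, 6.45% and 28.2% mesendoderm-like cells and 790 genes over 2-fold apart, against 639 on D3, 107 on D5 and at most 68 on each other day. A mislabelled sample stays open: the correlation of log2(CPM + 1) between the pools of D13 was 0.9542, and pool A of D13 was closer to both pools of D9 (0.963) and of D11 (0.971), and pool B to both pools of D11 (0.962) and of D15 (0.979). Pools of other days may follow each other in the same way without an error, since a pool that reprograms faster would look older, so the label and the speed cannot be told apart. On D3, pool A was likewise closest to a pool of D5 (0.978) and pool B to the other (0.972). Sampling of aliquots remains a candidate source: the highest correlation of cluster shares between 2 aliquots of 1 pool was 0.06176, no further from 0 than the −0.085 of the pools of D13. This depends on the clustering, since at a resolution of 0.3 pool B of D5 reached 0.86 and pool B of D11 0.91. A technical difference between libraries cannot be told apart from these: over the 8 days, the log2 ratio of NME2 between the pools and the number of genes over 2-fold apart had a Spearman correlation of 0.8095 (exact permutation p = 0.022) and a Pearson correlation of 0.961 (exact permutation p = 0.0034). Without D3 and D13, the days with the largest ratios, these were 0.54 (exact permutation p = 0.30) and 0.43 (exact permutation p = 0.38), so the relation rests on these days. A difference in reprogramming between the channels was not tested.

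Interferon-stimulated genes were examined for a response to the transfected RNA, from a list of 10 genes written beforehand, of which 6 passed the filter. Their median log2 fold change from D0 to the mean of D3 to D7 was −1.467 (camera p-value 4.0e-04, fry p-value 2.6e-05). The mean of D3 to D7 therefore did not stand above D0 for these genes. A response that began from a lower level cannot be excluded, since D0 differs in medium as well as in transfection. A difference in depth does not account for the fall, since with every pool sum thinned to the same total the median was −1.185. Freezing and thawing of the cells, which the D0 cells could have met in another way, cannot be told apart from the day, and 0 of the 6 genes were higher on D3 to D7 than on D0. Against D9 to D15 the genes were higher on D3 to D7 (median 1.21, camera p-value 0.0037, fry p-value 3.4e-06).

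The number of genes called between adjacent days was compared with depth. With all sums thinned to the same total, the rank correlation of the counts over the 7 intervals with those reported was 0.9643, so unequal depth does not account for the order of the 5 intervals with the most genes. The other 2 changed places, with 18 genes from D11 to D13 and 8 from D13 to D15 as reported and 7 and 23 with thinned sums, and for these a difference in depth between pool sums cannot be told apart from a difference between the intervals, since the counts are small. The counts had a rank correlation of 0.76 with the smaller total of each pair. For the difference between somatic-like and developmental-like cells, exchanging the class names within pools gave as many called genes in 1 of 32 splits, the real one. The classes were made from the expression of the same cells, which fixes this outcome, so chance cannot be excluded by these splits.

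Counts on the transfected factors on D3 were higher than on D0 in both pools for 3 of the 6 factors, POU5F1, SOX2 and LIN28A, and lower for KLF4 and NANOG, while MYC went both ways. RNA of the transfected factors read as gene expression therefore cannot be told apart from expression of the genes. IL6R was higher in developmental-like than in somatic-like cells in 3 of the 6 pools with both classes, with as few as 2 UMIs in a class. At 5000 UMIs per cell D0 fibroblasts had a share of 0.56%, as high as that of developmental-like cells (0.558%). D0 holds fibroblasts alone, so free RNA there would come from these cells. In the later pools free RNA in the droplets was not measured and stays open.

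The ancestor distributions correlated negatively on every day. The construction of the measure is a candidate explanation: in simulated cells the highest correlation was −1, with the days before the fates parted included. Whether the fates share a path cannot be read from this correlation.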
